# Characterization of Organ-Specific Regulatory B Cells Using Single-Cell RNA Sequencing

**DOI:** 10.3389/fimmu.2021.711980

**Published:** 2021-09-14

**Authors:** Si-Yu Yang, Jie Long, Meng-Xing Huang, Pan-Yue Luo, Zhen-Hua Bian, Ya-Fei Xu, Cheng-Bo Wang, Shu-Han Yang, Liang Li, Carlo Selmi, M. Eric Gershwin, Zhi-Bin Zhao, Zhe-Xiong Lian

**Keywords:** Breg cells, scRNA-Seq, BCR, transcription factor, B10 cells

## Abstract

Regulatory B cells (Breg) are considered as immunosuppressive cells. Different subsets of Breg cells have been identified both in human beings and in mice. However, there is a lack of unique markers to identify Breg cells, and the heterogeneity of Breg cells in different organs needs to be further illuminated. In this study, we performed high-throughput single-cell RNA sequencing (scRNA-seq) and single-cell B-cell receptor sequencing (scBCR-seq) of B cells from the murine spleen, liver, mesenteric lymph nodes, bone marrow, and peritoneal cavity to better define the phenotype of these cells. Breg cells were identified based on the expression of immunosuppressive genes and IL-10-producing B (B10) cell-related genes, to define B10 and non-B10 subsets in Breg cells based on the score of the B10 gene signatures. Moreover, we characterized 19 common genes significantly expressed in Breg cells, including *Fcrl5*, *Zbtb20*, *Ccdc28b*, *Cd9*, and *Ptpn22*, and further analyzed the transcription factor activity in defined Breg cells. Last, a BCR analysis was used to determine the clonally expanded clusters and the relationship of Breg cells across different organs. We demonstrated that *Atf3* may potentially modulate the function of Breg cells as a transcription factor and that seven organ-specific subsets of Breg cells are found. Depending on gene expression and functional modules, non-B10 Breg cells exhibited activated the TGF-β pathway, thus suggesting that non-B10 Breg cells have specific immunosuppressive properties different from conventional B10 cells. In conclusion, our work provides new insights into Breg cells and illustrates their transcriptional profiles and BCR repertoire in different organs under physiological conditions.

## Introduction

Regulatory B (Breg) cells have been reported as a special subset of human and murine CD19^+^ B cells (1), capable of negatively regulating the immune response in mouse models of autoimmune diseases (2), allergy (3), and infections (4), depending on IL-10. In fact, CD5^hi^CD38^low^PD-1^hi^, CD19^+^CD24^hi^CD27^+^, and CD19^+^CD24^hi^CD38^hi^ Breg cells are involved in cancer, allergic asthma, systemic lupus erythematosus, and rheumatoid arthritis in human beings (5–8). In addition to production of IL-10, Breg cells express other immune-regulatory cytokines to exert immunosuppressive function, including transforming growth factor-β (TGF-β) (9) and IL-35 (10). Breg cells have been identified in various organs of mice like the spleen, draining lymph nodes, and peritoneal cavity (11–14). However, their phenotypes and functions are still obscure and the heterogeneity of Breg cells in different organs warrants further characterization. The definition of Breg cell subsets under different experimental settings and tissues is challenging, based on the frequent changes in cell markers, and is indeed necessary for further studies in disease models. The single-cell RNA sequencing (scRNA-seq) technology provides a unique strategy to understand Breg cell complexity and heterogeneity by identifying cell subsets and functional pathways (15).

We herein report for the first time the scRNA-seq transcriptional profiles of Breg cells in different mouse organs under physiological conditions and propose a novel method for the identification of Breg cells based on the expression of immunosuppressive genes and B10-related genes. Ultimately, we arrayed Breg cells into seven subsets with variable immunosuppressive functions.

## Materials and Methods

### Animals

Four 10-week-old female C57BL/6 mice were maintained on a 12-h-light/dark cycle (light on at 7 a.m. and off at 7 p.m.) and at the temperature of 20°C–26°C with 40%–70% humidity in specific pathogen-free facilities. All animal experiments were performed with the approval of the Guide for the Care and Use of Laboratory Animals, South China University of Technology.

### Cell Preparation

Liver tissues were homogenized in phosphate-buffered saline (PBS) containing 0.2% bovine serum albumin (BSA) and passed through a steel mesh. Mononuclear cells were separated from hepatocytes through centrifugation (Beckman Coulter Microfuge 20R and Beckman Coulter Allegra X-15R Centrifuge) with 40% Percoll (GE Healthcare, Little Chalfont, UK) at room temperature. Red blood cells were depleted by Red Blood Cell Lysis Buffer (Beyotime). Mouse spleens and mesenteric lymph nodes (mLN) were separately ground using slides in PBS with 0.2% BSA. Cells were filtered and centrifuged, and splenic cells were subjected to red blood cell lysis. Bone marrow (BM) was extracted from tibia and femur bones following removal of the surrounding muscle. BM cells were flushed out using a syringe filled with PBS. Cell clumps were gently disaggregated, then filtered and centrifuged. Red blood cells were depleted by Red Blood Cell Lysis Buffer. To obtain peritoneal cavity (PC) cells, 3–4 ml of cold PBS containing 0.2% BSA was injected into the PC, followed by repeated washing of the abdomen before aspiration of the fluid back into the syringe, and this process was repeated in a second time. PC cells were collected and centrifuged. Cells from all the preparations were counted in the presence of Trypan Blue.

### Flow Cytometry and Cell Sorting

Cells are mixed from the isolated liver, spleen, mLN, BM, and PC of four mice separately. Freshly prepared mouse cells were stained for 20 min at 4°C with anti-CD19 PE-Cy7 (6D5, BioLegend) at a ratio of 1:200 and anti-B220 FITC (RA3-6B2, BioLegend) at a ratio of 1:200 antibodies. The stained cells were washed with PBS (containing 0.2% BSA) and then suspended in PBS + 1% FBS + 1 mM EDTA. CD19^+^B220^+/low^ cells were sorted by the FACS Aria II cell sorting system (BD Immunocytometry Systems, San Jose, CA, USA).

### Cell Hashing and Single-Cell RNA Sequencing

B cells from different organs were incubated in TruStain FcX™ PLUS (anti-mouse CD16/32) (BioLegend) blocking reagent for 10 min at 4°C, and then each sample was stained with 1 μg different hashtag antibodies (BioLegend) and incubated for 30 min at 4°C. Cells were washed three times with Cell Stain Buffer (BioLegend) and resuspended with PBS + 0.04% BSA (Sigma). According to the cell number count, B cells from different organs were mixed at the ratio of 1:1 and cell concentrations were adjusted to about 1,000 cell/µl. For 10× Genomics scRNA-seq, cells were loaded onto a 10× chromium controller to generate Gel beads in emulsion using the 10× genomics Single Cell 5′ Library & Gel Bead Kit. Gene expression libraries were constructed according to instructions from 10× genomics. Three libraries were generated that measure (1) mRNA transcript expression (RNA), (2) mouse-specific hashtag oligos (HTO), and (3) BCR library. Libraries were sequenced by the NovaSeq 6000 sequencing system (Illumina, San Diego, CA, USA).

### Single-Cell RNA and BCR Sequencing Data Processing

The raw sequencing data of gene expression were aligned with the mm10 mouse reference genome, using the STAR algorithm in CellRanger software (version 5.0.0; 10× Genomics). BCR reads were aligned with the mouse reference VDJ dataset, using CellRanger (version 5.0.0; 10× Genomics). The gene expression reads, BCR reads, and feature barcodes reads were aligned in one CellRanger pipeline using the command “cellranger multi”.

On acquiring the dataset, cells which have more than 8,000 or less than 300 unique genes were excluded from the analysis. Only genes which were expressed in 10 or more cells were used for further analysis. Cells in which the percentages of the mitochondrial genes are more than 10% and log10GenesPerUMI (the gene numbers of per UMI) less than 0.8 were removed from the dataset. Furthermore, we also filtered out the cells which include more than two different BCR clones (means two different heavy chains and two different light chains). A data matrix with 13,116 genes and 21,645 cells was obtained. The data matrix was transformed as a Seurat object using CreateSeuratObject function and normalized using normalization method LogNormalize in Seurat package (version 4.0.1) and the scale factor that uses the default value 10,000. Then, the Seurat object was analyzed for ScaleData, FindVariableFeatures, and RunPCA functions. The dimensionality reduction was performed using the RunTSNE function and then clustering.

To analyze the BCR sequencing data, the BCR data matrix was imported into R language (Version 4.0.1) and clonotype information was inserted into the metadata slot of the RNA data object.

### Module Score Calculation

To calculate the module score of the selected Breg gene signature and B10 gene signature, we firstly run the ScaleData function for the Seurat object of total B cells in R. Then, we chose the scaled matrix to calculate the mean values of the Breg gene signature in every B cell and the B10 gene signature in every identified Breg cell. Finally, we run the log1p function for the mean values of the Breg gene signature or B10 gene signature as the Breg cell score and B10 cell score, respectively.

### GSVA and GSEA Analysis of scRNA-seq Data

Gene set variation analysis (GSVA) was performed using the GSVA package (Version 1.36.3), and gene set enrichment analysis (GSEA) was performed using the clusterProfiler package (version 3.16.1). Gene sets were downloaded from the MSigDB database or collected from document literatures. The differences in pathway enrichment score between different cell clusters were calculated using the LIMMA package (version 3.44.3).

### BCR Data Analysis

The BCR expansion, migration, and transition index of different cell clusters were calculated using the STARTRAC package (version 0.1.0). The shared clonotypes and shared cell counts with the same clonotype of Breg cells between pairwise organs were analyzed in R.

### Gene Regulation Network Analysis

To analyze the specific regulatory network of Breg and non-Breg cell clusters, we chose 500 random cells of each cluster to reduce computing resource consumption, employed the SCENIC package (version 1.2.2) in R to infer the regulatory network, and compared the difference between Breg cells and non-Breg cells.

## Results

### Identification of Breg Cells by High-Throughput scRNA-seq in Different Organs

We performed scRNA-seq analysis of B cells isolated from the liver, spleen, BM, PC, and mLN of four wild type mice. 

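Each organ was 1 pool of B cells from 4 mice, so that differences between organs are described and not tested. The pools carried hashtag antibodies and were run in 3 libraries of the 5′ assay, which counts unique molecular identifiers (UMIs, 1 per captured mRNA molecule) and also reads the B cell receptor (BCR) of a cell. Liver and spleen shared library 1, mLN was in library 2, and BM and PC shared library 3. The cells of the deposited count table numbered 3743 from liver, 4336 from spleen, 5464 from mLN, 3926 from BM and 4176 from PC, with medians of 2403, 2667.5, 2223.5, 2284 and 4633.5 UMIs per cell. A BCR clonotype is given for 90.2%, 91.3%, 85.7%, 83.2% and 91.7% of these cells, in the same order. Gene levels are given as CPM, the UMIs of a gene scaled to the UMIs of all genes in the summed cells of a class or cluster. The 95% intervals of levels and shares (exact Poisson or binomial) cover counting error only, not differences between mice. Repository labels give spleen and PC for library 3, whereas the authors' cell table and the hashtag counts give BM and PC, and the latter were used.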

Briefly, live B cells were isolated from fresh samples by FACS sorting and single-cell transcriptomes were obtained using the 10× Genomics platform (**Supplementary Figure 1A**). The final dataset comprised 13,116 single-cell genes merged from 21,645 cells of liver, spleen, BM, PC, and mLN after data filtering (**Supplementary Figures 1B–E**).

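Cells of the recirculating follicular type, B-1-like cells and developing B cells of BM make up much of this table. Among the clusters that the authors deposited for all B cells, cluster 0 is the largest (7119 cells) and is led by Rflnb and carries Fcer2a, the CD23 gene of follicular cells. Cluster 1 (3434 cells) has B-1 genes: S100a6, which encodes a calcium-binding protein, stands at 7265 CPM against 94.0 CPM in the other cells. Of its cells, 96.2% are from PC. Clusters 5 and 11 carry genes of developing B cells such as Rag1 and Vpreb1 and served as a background for genes that such cells lack. The 13116 genes were a part of the 32285 genes of each library. A further 1275 genes were seen in at least 10 of these cells, of which 1273 have names starting with Gm, Rps or Rpl. They hold 29.2% of the UMIs of the cells and are outside the CPM given here. The libraries held 32897 barcodes, and 31974 of them pass the stated limits on genes and mitochondrial counts. In library 2, tag 2 dominates in 5989 barcodes outside the table, and no organ is given for them.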

Firstly, to define Breg cells, we assessed the expression profile of functional genes that negatively regulate the immune system process and promote the production of inhibitory cytokines, including IL-10, TGF-β, and IL-35 (adopted from the GO database and BioGPS). In addition, significantly upregulated genes of mouse splenic B10^+^ cells in RNA-seq were obtained from the GEO database (16) (**Figure 1A**). A gene list with 134 genes was eventually selected through profiling (**Figure 1B**). 

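Genes of general cell function and genes of activated B cells stand side by side in this list. All 134 genes are in the count table: 69 for negative regulation of the immune system, 52 associated with B10 cells and 13 in both groups. By UMIs, the most abundant are Capg, which encodes an actin-capping protein (46648), and S100a11, which encodes a calcium-binding protein (39346). Prdx2, which encodes a peroxide-removing enzyme, follows in the negative regulation group (17159). Of the 13 overlapped genes, Ptprj (4520), Fcrl5 (4452), Lgals3 (2937) and Cd300lf (1551) have the most UMIs. Because the class is built from these genes, their rise in Breg cells is not independent evidence. In edgeR's test of organ sums, 68 of the 117 tested are called higher in Breg cells and 0 lower. By group, 32 of 68 negative regulation genes are called higher over all genes and 48 when adjusted over the list alone. For the overlapped genes these numbers are 9 and 11 of 11. For the B10 associated genes they are 27 and 33 of 38, with 1 called lower over the list alone.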

Then, we calculated the module score of these selected genes, and the cells with the score higher than 0.16 were considered as Breg cells (**Figure 1C**). 

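B-1-like and marginal zone-like cells make up most of the class, and follicular-like cells hardly enter it. In the authors' clusters of all B cells, 72.9% (2503 of 3434; interval 71.4 to 74.4) of the B-1-like cluster score above the threshold. In the marginal zone-like cluster, 43.3% (269 of 621, 39.4 to 47.3) do so. In an unnamed cluster, number 10, it is 72.3% (277 of 383, 67.6 to 76.7). In the follicular-like cluster it is 0.183% (13 of 7119). Clusters 1, 9 and 10 together hold 93.9% of the Breg cells. Gene levels over cells follow this make-up. In PC the median over cells of the B-1 genes, such as S100a6, Anxa2 and Zbtb32, is 28928 CPM in Breg cells and 14357 CPM in other cells. In spleen the median of marginal zone genes, such as Cr2, Cd1d1 and S1pr3, is 3686 CPM in Breg cells and 912 CPM in other cells. The median of follicular genes, such as Fcer2a, Ighd and Ccr7, is 2138 against 5326 CPM there. The definition list holds 4 of the 14 B-1 genes (Zbtb32 among them), 3 of the 10 marginal zone genes (Cd1d1 among them) and 0 follicular genes. Part of the rise of the first 2 lists is thus built into the class. The score is continuous, with medians of 0.289 in Breg cells and −0.0852 in other cells. Scores between 0.14 and 0.18 belong to 569 cells, 278 below the threshold of 0.16 and 291 above it. Breg cells also hold more UMIs than other cells, by 1.51 times in BM to 2.18 times in mLN (ratios of medians).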

We delineated the distribution of Breg cells in the t-SNE plot of total B cells from the liver, spleen, BM, PC, and mLN (**Figure 1D**), and there was a significantly higher proportion of Breg cells in the PC compared with other organs (**Figure 1E**).

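PC, the home of B-1 cells, has a Breg share of 59.1% (2468 cells; interval 57.6 to 60.6). Spleen follows with 9.82% (426 cells, 8.95 to 10.7), then liver with 4.30% (161, 3.67 to 5.00). The share is 2.45% in mLN (134, 2.06 to 2.90) and 1.48% in BM (58, 1.12 to 1.91). Over all organs, 3247 cells or 15.0% are Breg cells. The organs draw on different B cells. In PC, 97.8% of Breg cells lie in the B-1-like cluster, in which 73.1% of the PC cells score above the threshold. In spleen, 56.8% of Breg cells lie in the marginal zone-like cluster. In liver, 54.0% lie in cluster 10 and 34.2% in the B-1-like cluster. In mLN, 25.4% lie in the germinal centre-like cluster. Median scores of all cells are 0.203 in PC, −0.0629 in spleen, −0.0910 in mLN, −0.0951 in BM and −0.0959 in liver. Of the cells near the threshold, 339 are from PC.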

**Figure 1:**
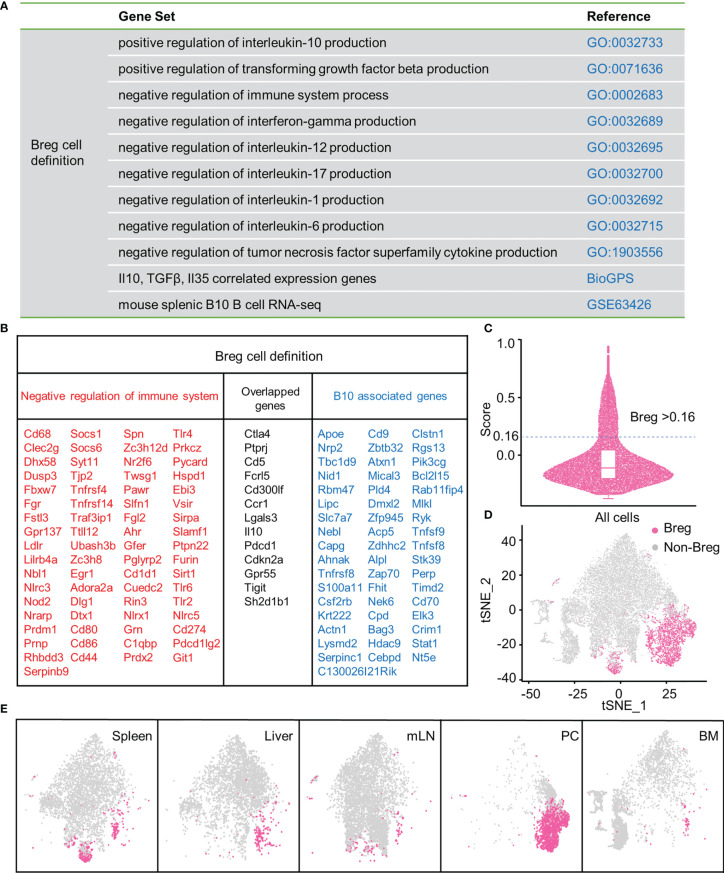
Breg cells analysis by high-throughput scRNA-seq in different organs. **(A)** Gene sets from GO, BioGPS, and GEO databases. **(B)** List of selected genes for identifying Breg cells. **(C)** Evaluation of the Breg cell module score. **(D)** t-SNE plot of Breg cell distribution in total B cells from all organs. **(E)** t-SNE plot of Breg cell distribution in spleen, liver, mLN, PC, and BM.

### Common Genes and Transcription Factors in Breg Cells

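Genes that rise in Breg cells without being part of the definition include Cyp11a1, which encodes the enzyme that starts steroid synthesis from cholesterol, and Cblc, which encodes a ubiquitin ligase. Cyp11a1 (chromosome 9, 58006411 to 58027023, + strand, GRCm38) has a log2 fold change of 4.96, Cblc (chromosome 7, 19778881 to 19796809, − strand) of 5.01. The open reading frame 1810046K07Rik (chromosome 9, 51289686 to 51328917, − strand) rises by 5.16 (standard error 0.568, adjusted p 0.00441), higher in 5 of 5 organs. Rflnb, which encodes a filamin-binding protein, falls, with −3.64 (standard error 0.222, adjusted p 0.00134; chromosome 11, 76019194 to 76027782, − strand). Prss12, which encodes a secreted protease, has −3.70 (chromosome 3, 123446913 to 123506597, + strand). These values come from edgeR's quasi-likelihood test on the summed cells of each class in each organ, with organs as pairs and Benjamini-Hochberg adjustment. Here and below, p values of this test cover the spread between 5 organs in 1 set of pooled mice, not differences between mice. Of 10441 genes, 872 are called, 528 higher and 344 lower in Breg cells. Among the higher ones 460 are outside the definition list, and 493 are higher in every organ. Without spleen 197 genes are called, without liver 283 and without PC 539. Lists fixed beforehand place these genes. Of 14 B-1 genes, 11 are called higher over all genes (12 adjusted over the list alone), among them S100a6, Lgals1 and Anxa2. In this list 4 genes (Cd5, Spn, Zbtb32 and Ctla4) belong to the definition, so that their rise is built into the class, and of the other 10, 7 are called higher. Of 10 follicular genes, 9 are called lower (9), among them Ccr7, Sell and Cd55. Plasma cell and secretory genes have 6 of 11 higher (7) and Sdc1 lower (1). Marginal zone genes have 4 of 9 higher (5), of which Dtx1 and Cd9 belong to the definition. For 14 proliferation genes and 9 MHC class II genes edgeR and DESeq2 call 0 (0 and 2 at an unadjusted p under 0.05). The organs differ in direction for MHC class II. Its median over cells is lower in Breg cells of liver (44243 against 65302 CPM), spleen (46911 against 62704), mLN (46867 against 68885) and PC (42495 against 46184). In BM it is higher (38680 against 4609 CPM). Of 15 stress genes, Atf3 is higher and 4, such as Junb and Jund, are lower (1 and 6).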

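Cd300lf, a gene of the definition list that encodes an inhibitory receptor of myeloid cells, is 26.6 times higher in Breg than in non-Breg cells of liver. It is 17.1 times higher in spleen, 15.2 in mLN, 49.3 in BM and 9.09 in PC. Plac8 rises 4.52, 3.54, 2.69, 3.38 and 1.59 times in the same order. S100a6 is 15.9 times higher in liver and 14.0 times in BM, and less so in PC, where non-Breg cells already hold 4114 CPM. Rplp0, which encodes a ribosomal protein, has the smallest gaps, from 1.59 times in liver to 1.27 times in PC. The list of 19 was read from Fig. 2A. With a lower interval limit of the CPM ratio above 1 as the criterion, all 19 genes are higher in all 5 organs (95 of 95 pairs of gene and organ). With cells thinned to 1000 UMIs this holds for 18, since Slc7a7 no longer passes in BM. With a ratio above 1.5 it holds for 15, without Rplp0, Sp140, Pdia4 and Mzb1. Since 9 of the 19 are also in the definition list, the class was rebuilt without all 19 genes, and 19 of 19 stay higher. The study picked these genes from the same cells, so that the count is not independent evidence. edgeR calls 19 of 19.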

We identified 19 common genes that were upregulated in Breg cells as compared to non-Breg cells in each organ, defined as differential expression genes (DEGs) (**Figure 2A**). 

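Fcrl5, which encodes a receptor of the Fc receptor-like family on B cells (chromosome 3, 87435773 to 87500678, + strand), stands higher in Breg cells by 17.8 times in liver (14.0 to 22.8) and 32.2 times in BM. The ratio is 9.19 in mLN, 7.23 in spleen and 2.60 in PC. Zbtb20, which encodes a zinc finger transcription factor (chromosome 16, 42875881 to 43642602, + strand), has ratios of 4.68, 4.00, 3.41, 5.31 and 1.87 in liver, spleen, mLN, BM and PC.
The other 3 genes are also higher in mLN. There, Cd9, which encodes a tetraspanin (chromosome 6, 125460266 to 125494791, − strand), is 5.96 times higher (3.96 to 8.78). Ccdc28b, which encodes a coiled-coil protein (chromosome 4, 129619274 to 129623947, − strand), is 3.58 times higher (62.6 against 17.5 CPM). Ptpn22, which encodes a phosphatase that dampens receptor signalling (chromosome 3, 103859795 to 103912247, + strand), is 2.21 times higher (53.5 against 24.2 CPM, 1.56 to 3.07). Outside mLN, Cd9 ratios run from 3.45 in PC to 17.3 in liver, Ccdc28b from 2.83 in PC to 12.0 in liver, and Ptpn22 from 2.18 in PC to 9.40 in BM.
edgeR's quasi-likelihood test across organs (Benjamini-Hochberg adjusted) gives Fcrl5 a log2 fold change of 3.19 (standard error 0.435, adjusted p 0.00687). The values are 1.85 for Zbtb20 (0.192, 0.00401), 2.87 for Cd9 (0.323, 0.00441), 2.24 for Ccdc28b (0.289, 0.00625) and 1.74 for Ptpn22 (0.248, 0.00736). All 5 genes are higher in 5 of 5 organs. Without organs as pairs, Fcrl5, Cd9 and Ptpn22 are no longer called. Fcrl5, Cd9 and Ptpn22 belong to the definition list, while Zbtb20 and Ccdc28b do not.

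**Figure D1:**
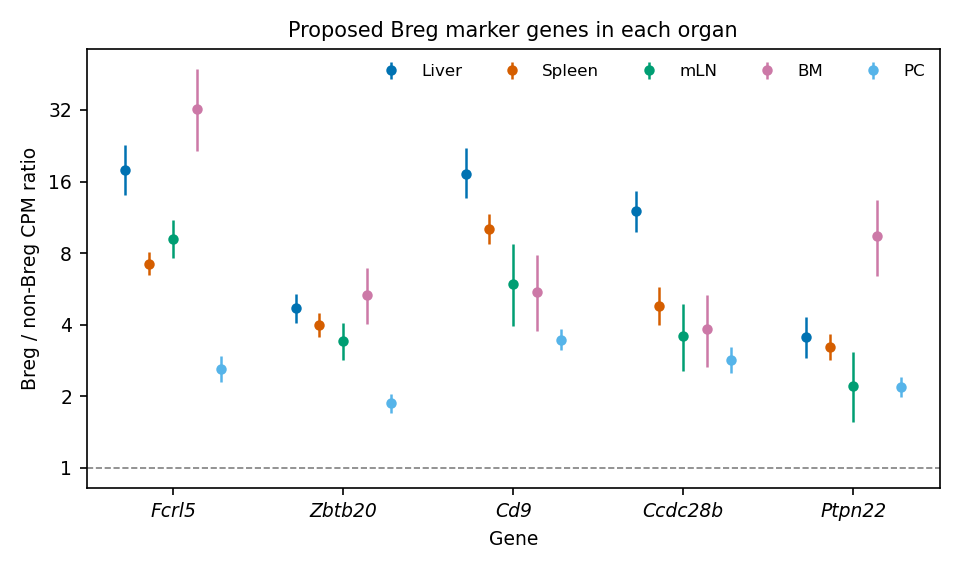
CPM of Breg cells over CPM of non-Breg cells for the 5 proposed marker genes in each organ, on a log axis. Bars are 95% intervals from counting error, and the dashed line marks equal levels.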

Our data showed that *Cd9*, *Ccdc28b*, and *Ptpn22* genes were significantly upregulated in Breg cells from the liver, spleen, BM, and PC, but not in Breg cells from mLN, while *Fcrl5* and *Zbtb20* genes were strikingly expressed in Breg cells from all organs, which indicated that *Fcrl5* and *Zbtb20* would serve as potential suitable marker genes for Breg cells (**Figure 2B**). Furthermore, to identify the cell-intrinsic transcription factors in Breg cells, we performed SCENIC analysis to infer the transcription factor regulatory network between defined Breg cells and non-Breg cells of all organs. 

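Transcripts of all 3 factors are higher in Breg cells. Sox5, which encodes a transcription factor of B-1 cells (chromosome 6, 143828425 to 144781977, − strand), has a log2 fold change of 2.19 (standard error 0.434, adjusted p 0.0217). Atf3, which encodes a stress-induced factor (chromosome 1, 191170296 to 191218039, − strand), has 1.96 (0.345, 0.0152). Myc, which drives growth (chromosome 15, 61985391 to 61990374, + strand), has 1.04 (0.229, 0.0307). The test is edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each gene is higher in 5 of 5 organs. None of the 3 is called without liver, without spleen, without organs as pairs or with the class taken from cells thinned to 1000 UMIs. The adjusted p in other settings reaches 0.490 for Sox5, 0.379 for Atf3 and 0.311 for Myc. By organ, Sox5 is 15.6 times higher in liver, 9.30 in BM, 6.03 in mLN (7 UMIs), 3.16 in spleen and 1.99 in PC. Atf3 is 8.28 times higher in liver, 5.49 in spleen, 3.99 in BM and 2.04 in PC. In mLN its ratio is 1.19 (6 UMIs, 0.424 to 2.69). Transcript levels are not regulon activity, which needs motif databases that were not used here.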

Several transcription factor regulators with higher activity were found in Breg cells, including *Sox5*, *Myc*, and *Atf3* (**Figure 2C**). The distribution in the t-SNE plot of total B cells from all organs showed that *Atf3* was specifically expressed in identified Breg cells while *Myc* was extensively expressed in non-Breg cells (**Figures 1D**, **2D**). 

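Atf3 marks a part of the Breg cells, and Myc is present in both classes at higher levels in Breg cells. With every cell thinned to 1000 UMIs, 17.2% of Breg and 2.12% of non-Breg cells hold an Atf3 UMI. Without thinning the shares are 41.0% and 4.50%. Myc is found in 28.8% of Breg and 11.8% of non-Breg cells after thinning, and in 68.6% and 24.0% before it. In pro-B and pre-B cells the thinned shares are 2.89% for Atf3 and 1.88% for Myc. Sox5 has 8.05% and 0.756% in Breg and non-Breg cells. These shares are over the cells of all organs. PC gives 2468 of the 3247 Breg cells but 1708 of the 18398 non-Breg cells, so that the gaps may in part follow organ make-up. The organs differ in level. Atf3 in Breg cells reaches 259 CPM in PC and 245 CPM in liver, and is 7.82 CPM in mLN. In non-Breg cells Myc stands at 257 CPM in PC, 232 in liver, 231 in spleen, 158 in mLN and 53.4 in BM. The Myc ratio of Breg to non-Breg cells is 4.11 in BM, 2.73 in spleen, 2.15 in liver, 1.41 in PC and 1.14 in mLN (0.957 to 1.36).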

We further compared the expression of *Atf3*-regulated target genes between Breg cells and non-Breg cells in total B cells (**Figure 2E**). It shows that these genes were dramatically upregulated in Breg cells, including *Ptpn22*, one of the 19 common upregulated genes in DEGs. 

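Nrp2, which encodes a neuropilin receptor, and Zbtb32, which encodes a repressor found in activated B cells, belong with Ptpn22 to the definition list, so that their rise is built into the class. Nrp2 has a log2 fold change of 4.45 (standard error 0.538, adjusted p 0.00545). For Zbtb32 (chromosome 7, 30589681 to 30598909, − strand) it is 3.93 (0.613, 0.0102), both higher in 5 of 5 organs. Il5ra, the interleukin-5 receptor gene of B-1 cells, has 1.29 (0.278, 0.0288), and Cacna1e has 1.19 with adjusted p 0.0174. Tubb2a has 0.50 with adjusted p 0.0366. Capn2, which encodes a calpain protease, has 0.92 with adjusted p 0.0402 and is higher in 4 of 5 organs. Lmna, which encodes lamin A, and Myadm, which encodes a myeloid-associated membrane protein, are not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lmna has a log2 fold change of 2.00 (0.620, adjusted p 0.0895), and its ratio runs from 18.3 in liver to 1.33 in PC. Myadm has 0.20 (adjusted p 0.793), higher in 2 of 5 organs. Of the 10 genes named in Fig. 2E, 8 are called higher over all genes and 9 when adjusted over the list alone. The study chose these genes on the same cells, so that the first count is not independent evidence. Zbtb32 is 53.4 times higher in Breg cells of liver, 29.6 in BM, 21.0 in mLN, 18.6 in spleen and 2.96 in PC.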

In mice, reported markers of Breg cells include CD21, CD1d, CD5, CD24, CD23, IgD, IgM, CD138, Tim-1, and PD-L1. We detected the expressions of their corresponding genes (*Cr2*, *Cd1d1*, *Cd5*, *Cd24a*, *Fcer2a*, *Ighd*, *Ighm*, *Sdc1*, *Havcr1*, and *Cd274*) in B cells and observed that the expression only represents part of Breg cells while *Fcrl5*, *Ptpn22*, *Ccdc28b*, *Zbtb20*, and *Cd9* were expressed specifically in most of the Breg cells (**Supplementary Figures 2A, B**). 

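Cd5, the gene of a B-1a cell marker (chromosome 19, 10717116 to 10739002, − strand) and a gene of the definition list, is the reported marker with the widest gap. Its log2 fold change is 4.04 (standard error 0.402, adjusted p 0.00371), higher in 5 of 5 organs. It is found in few cells: 2.50% of Breg and 0.0889% of non-Breg cells after thinning to 1000 UMIs, and 11.1% and 0.408% without thinning. Cd274, which encodes PD-L1, has 0.98 (0.128, 0.00643), with thinned shares of 5.15% and 2.34%. Fcer2a (−2.96; 0.338, 0.00467), Ighd (−1.76; 0.121, 0.00134) and the plasma cell gene Sdc1 (−2.11; 0.436, 0.0250) are lower in Breg cells. After thinning, 2.74% of Breg and 40.2% of non-Breg cells hold Fcer2a. Cr2 (−0.99, adjusted p 0.269), Cd1d1 (0.15, 0.863), Cd24a (0.20, 0.725) and Ighm (0.21, 0.333) are not called by edgeR's quasi-likelihood test (Benjamini-Hochberg). Cr2 and Cd1d1 are each higher in 1 of 5 organs, spleen. Havcr1, found in 4 Breg cells after thinning, was too rare to test. Of the proposed markers, thinned shares in Breg and non-Breg cells are 19.8% and 1.74% for Cd9, 17.5% and 5.89% for Zbtb20, and 16.7% and 3.87% for Ptpn22. They are 14.6% and 1.75% for Fcrl5 and 13.6% and 2.49% for Ccdc28b. Without thinning, at medians of 5373 and 2395 UMIs, they reach 60.2% and 5.09%, 57.6% and 14.2%, 58.2% and 9.31%, 49.2% and 5.27%, and 46.5% and 6.74%. All these shares are over the cells of all organs. PC gives 2468 of the 3247 Breg cells but 1708 of the 18398 non-Breg cells, so that the gaps may in part follow organ make-up. Pro-B and pre-B cells (1519 cells, median 2272 UMIs) serve as background: there Fcrl5 is in 0 of 1489 thinned cells (at most 0.201%) and in 0.0658% of unthinned cells. Ptpn22 is in 0.537% (1.51% unthinned). Pro-B and pre-B cells express Cd9 (6.19% unthinned), Zbtb20 (11.6%) and Ccdc28b (11.1%) and give no background for them. From expression in every organ, the paper proposes Fcrl5 as the better general marker of Breg cells.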

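In cells thinned to 1000 UMIs, Fcrl5 is found in 28.0% of Breg cells with Cr2 (21.6 to 35.1) against 13.8% of those without. It is 21.6% with Cd1d1 (14.7 to 29.8) against 14.3%, and 21.0% with Cd5 (12.7 to 31.5) against 14.4%. Without thinning, of Breg cells with a Cd1d1 UMI (gene on chromosome 3, 86995834 to 86999441, − strand), 64.8% hold Fcrl5, against 46.7% of those without. Of Breg cells with Cr2 it is 69.1%. With Cd5 it is 52.1%, against 48.9% without. Taking Fcrl5 or Ptpn22 together, 84.1% of Cd1d1-positive Breg cells hold a UMI of at least 1 (387 of 460; interval 80.5 to 87.3). The share is 84.2% of Cr2-positive cells (379 of 450) and 78.3% of Cd5-positive cells (281 of 359). Breg cells without the marker have 76.5%, 76.5% and 77.5%. Both genes at once are found in 37.6%, 35.3% and 35.9% of cells with Cd1d1, Cr2 and Cd5. In cells thinned to 1000 UMIs, Fcrl5 or Ptpn22 is seen in 35.2% of Cd1d1-positive, 39.0% of Cr2-positive and 37.0% of Cd5-positive Breg cells. The shares without the marker are then 28.3%, 28.0% and 28.4%. Ptpn22 and Cd1d1 belong to the negative regulation group of the definition list, and Fcrl5 and Cd5 to the overlapped group.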

By comparing the known Breg cell marker genes with the Breg cell genes identified in this study, the newly identified gene expression generally contained the expression of currently known Breg cell marker genes, such as *Cd1d* ^+^, *CD5* ^+^, and *Cr2* ^+^ Breg cells which were included in *Fcrl5* ^+^ and *Ptpn22* ^+^ Breg cells.

**Figure 2:**
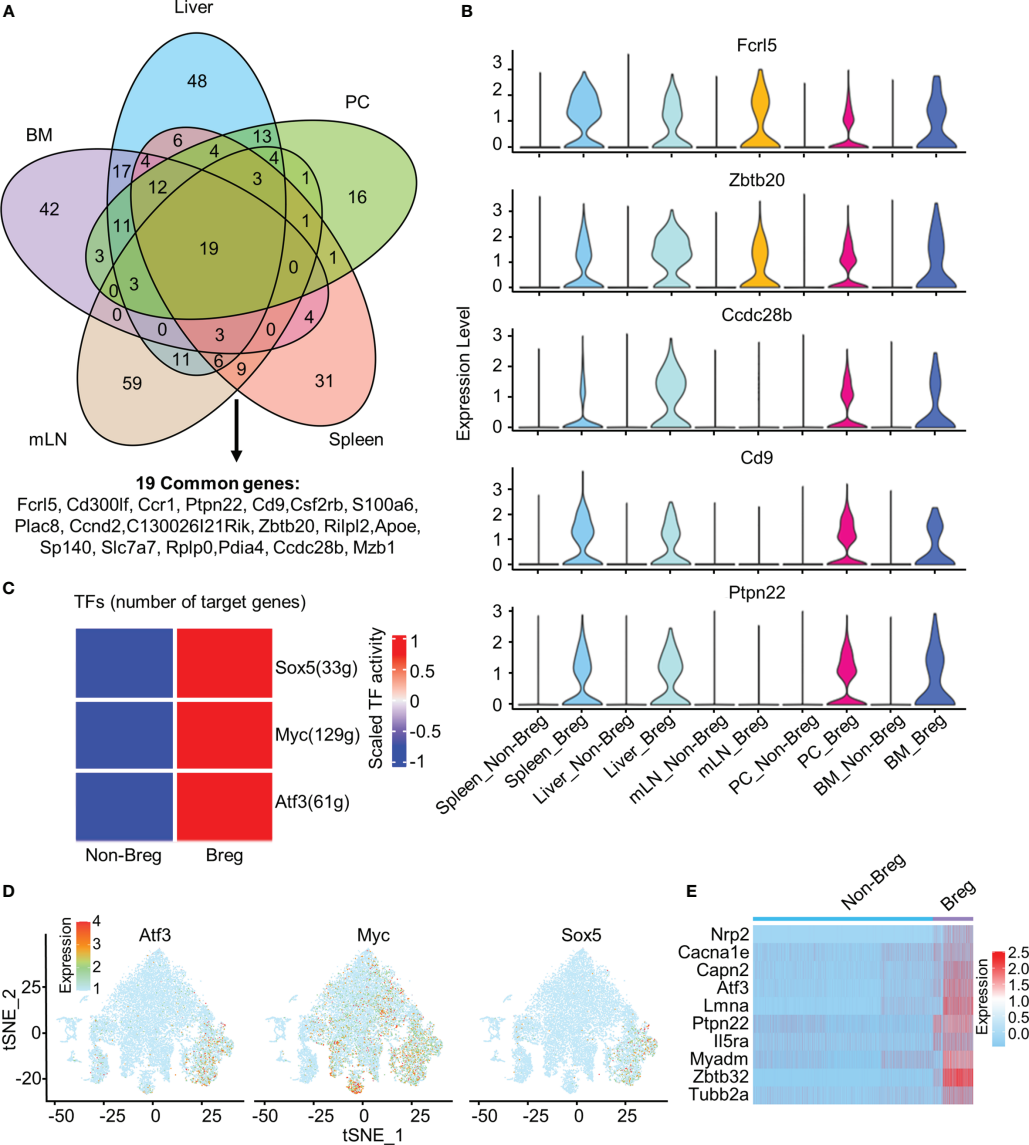
Common marker genes and transcription factors in Breg cells. **(A)** Venn diagram showed the overlap of upregulated DEGs by comparing Breg cells with non-Breg cells in different organs. **(B)** Violin plots represented the normalized expression of *Fcrl5*, *Zbtb20*, *Ccdc28b*, *Cd9*, and *Ptpn22* in Breg cells and non-Breg cells across different organs. **(C)** Heat map of the activation scores of 500 randomly selected Breg cells and 500 non-Breg cells from all organs for expression regulated by transcription factors (TFs). **(D)** Feature plot of *Atf3*, *Myc*, and *Sox5* expression of three TFs on total B cells from all organs. **(E)** Heat map of *Atf3*-related gene expression between Breg cells and non-Breg cells in total B cells from all organs.

### Phenotype and Function of Breg Cell Subsets

Seven Breg subsets were identified and visualized using the t-SNE plot based on the gene expression profiles of identified Breg cells isolated from total B cells of all organs (**Figure 3A**). 

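Clustering of the 3247 Breg cells at the resolution that gives 7 clusters parts B-1-like cells of PC from marginal zone-like, germinal centre-like and other cells. Cells per cluster are 1005, 575, 509, 417, 415, 223 and 103. Matching rested on the genes of Fig. 3C. Cluster 1, the most numerous, was matched to Breg1, though its gene Ccr7, a chemokine receptor gene, is at 292 CPM there and at 402 CPM in cluster 3. Cluster 2 (Ighv11-2) was matched to Breg3, cluster 3 (Apoe) to Breg2, cluster 4 (Ighv1-55) to Breg5, cluster 5 (S100a4) to Breg4, cluster 6 (Cr2) to Breg6 and cluster 7 (Stmn1) to Breg7. In clusters 1, 2, 4 and 5 at least 97.6% of cells lie in the authors' B-1-like cluster of all B cells. In cluster 6, 99.1% lie in their marginal zone-like cluster. In cluster 3, 49.7% lie in their cluster 10, and in cluster 7, 36.9% in the germinal centre-like one. S100a4 (chromosome 3, 90603771 to 90606045, + strand), which encodes a calcium-binding protein, stands at 822 CPM in cluster 5. Ckb, which encodes creatine kinase B (chromosome 12, 111669361 to 111672338, − strand), stands at 158 CPM there. Median UMIs per cell run from 4425 in cluster 6 to 9294 in cluster 7, which holds dividing cells. Other seeds gave 7 clusters with adjusted Rand indices of 0.808 to 0.894 against this one. Leaving out immunoglobulin variable genes, which are 219 of the 2000 genes used, lowered it to 0.624.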

The top 50 genes for each subset were exhibited by a heat map; this indicated that there were distinct expression profiles among different subsets (**Figure 3B**), and several typical marker genes showed the distinct expression in seven Breg cell subsets from all organs. The *Apoe* gene was expressed in Breg2, while two immunoglobulin heavy chain variable region genes, *Ighv11-2* and *Ighv1-55*, were specially expressed in Breg3 and Breg5 subsets, respectively. 

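Apoe, which encodes a lipid carrier (chromosome 7, 19696109 to 19699188, − strand), stands at 1427 CPM in cluster 3 (1381 to 1474) and is found in 74.7% of its cells. The next level is 481 CPM in cluster 6, with 48.9% of cells. Ighv11-2, a heavy chain segment common in B-1 cells (chromosome 12, 114048241 to 114048812, − strand), stands at 4027 CPM in cluster 2 (3964 to 4091; 66.4% of cells). The next is cluster 3 with 1146 CPM and 16.3% of cells. Ighv1-55 (chromosome 12, 115208095 to 115208591, − strand) stands at 1564 CPM in cluster 4 (1514 to 1615; 60.0% of cells), and the next is cluster 7 with 332 CPM and 17.5%. The light chain partners follow. Igkv14-126 (chromosome 6, 67896172 to 67896642, + strand) reaches 15191 CPM in cluster 2, and Igkv12-89 (chromosome 6, 68834846 to 68835307, − strand) reaches 13771 CPM in cluster 4 against 567 CPM in the other clusters. These genes were among those used for clustering, so that their levels describe the clusters and were not tested.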

The Breg6 subset was characterized by the *Cr2* gene which encodes protein CD21, a marker of marginal zone B cells, while the Breg7 subset was associated with *Stmn1* (**Figure 3C**). 

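Cr2, the CD21 gene (chromosome 1, 195136811 to 195176716, − strand), stands at 914 CPM in cluster 6 (856 to 975) and is found in 93.7% of its cells. Cluster 3 follows with 82.0 CPM and 22.2% of cells, and cluster 2 has 3.11 CPM. The lipid receptor gene S1pr3 (143 CPM) and Cd1d1 (322 CPM, 62.8% of cells) also lead in cluster 6, both genes of marginal zone B cells. Stmn1, which encodes a microtubule-destabilising protein of dividing cells (chromosome 4, 134468320 to 134473843, + strand), stands at 701 CPM in cluster 7 (651 to 754; 76.7% of cells). Cluster 3 is next with 9.11 CPM and 2.36% of cells. Mki67, a gene of cycling cells, stands at 251 CPM in cluster 7 (49.5% of cells), and Pclaf at 728 CPM. The proliferation list, which includes Stmn1 and Mki67, sums to 8191 CPM in cluster 7 and to 916 CPM in cluster 6.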

Further, we investigated the potential biological function of different Breg cell clusters of all organs using gene set variation analysis (GSVA) and our analysis indicated that the gene profiles displayed biological process enrichment in negative regulation of IL-12 and IFN-γ production in the Breg1 subset, while the Breg2 subset possessed genes enriched in negative regulation of IL-6 and IL-4 production while promoting the production of TGF-β. The Breg3 subset enriched pathways in negative regulation of Th1-type immune response, and the Breg4 subset enriched in negative regulation of the TNF-mediated signal pathway. 

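Fixed gene lists, and not the gene sets of the published GSVA, give the following sums per cluster. The IL-10 list, with Il10, Il10ra, Stat3 and Hmox1 among its genes, sums to 1221 CPM in cluster 6 (Cr2). Cluster 3 (Apoe) has 1086 CPM, cluster 5 998, cluster 7 870.3, cluster 1 860.0, cluster 4 766 and cluster 2 742. The TGF-β list, with Tgfb1, Tgfbr2, Smad7 and Ski among its genes, is also highest in cluster 6 with 1195 CPM, followed by cluster 3 with 1082 CPM, and is 546 CPM in cluster 4. The IL-35 list, with Ebi3, Il12a, Il6st and P4hb, is nearly even, from 1317 CPM in cluster 3 to 1089.7 CPM in cluster 2. Clusters 6 and 3 also lead in interferon genes such as Isg15 and Irf7, with 1738 CPM in cluster 3 and 1488 CPM in cluster 6. Cluster 6 has 7564 CPM of stress genes such as Fos and Junb, against 2677 CPM in cluster 7. Sums of a list follow its most abundant genes, and no replicate of a cluster exists within an organ.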

The Breg5 subset was demonstrated with enriched pathways in negative regulation of CD8-positive T cell activation while the Breg6 subset was enriched in the IL-10 anti-inflammatory signaling pathway and the Breg7 subset was characterized by the Treg cell differentiation pathway (**Figure 3D**).

**Figure 3:**
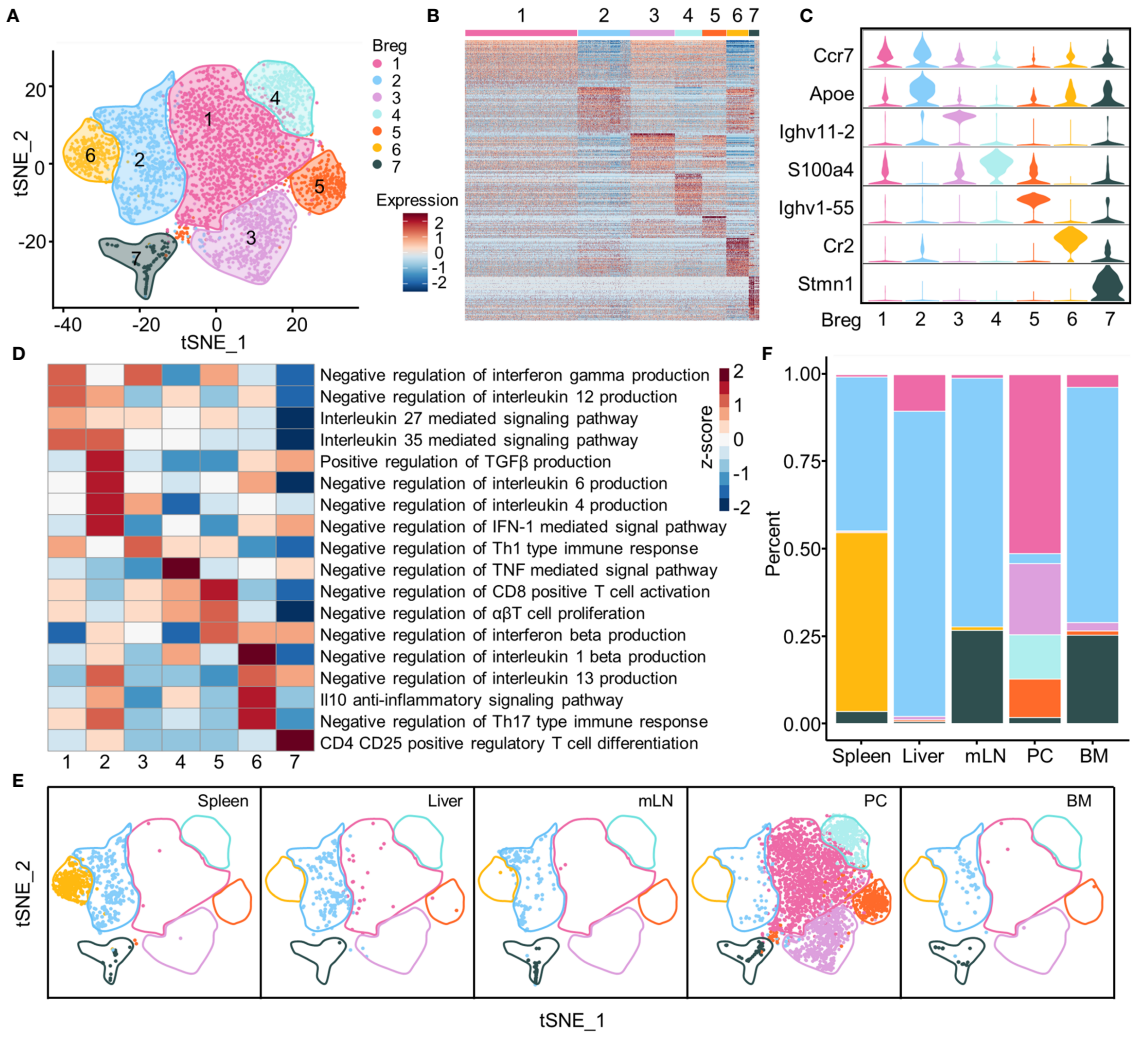
Subsets of Breg cells. **(A)** t-SNE plot of identified Breg cells from all organs showing seven clusters. **(B)** Heat map of top 50 genes in each subset of Breg cells from all organs. **(C)** Violin plots showed the normalized expression of the marker genes in each Breg cell subset from all organs. **(D)** GSVA analysis of immunoregulation pathways in Breg cell clusters from all organs. **(E)** Distribution of Breg cell subsets in spleen, liver, mLN, PC, and BM. **(F)** The proportion of Breg cell subsets in spleen, liver, mLN, PC, and BM.

We also analyzed the distribution of Breg cell subsets and their proportion within the liver, spleen, BM, PC, and mLN tissues. The results clearly showed that the Breg6 cluster was found only in the spleen, while the Breg1, Breg3, Breg4, and Breg5 clusters almost characterized the PC. 

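Cluster 6, with the marginal zone gene Cr2, holds 220 spleen cells of 223 (98.7%), and the other 3 are from mLN. It makes up 51.6% of spleen Breg cells (46.8 to 56.5). None of the 2468 PC Breg cells lies in it (at most 0.122%). Liver, which shared the library of spleen, contributes no cell to it. B-1-like clusters hold PC cells: 97.9% of cluster 1 (984 cells), 100% of cluster 2 (575 cells; Ighv11-2), 98.3% of cluster 4 (410; Ighv1-55) and 99.8% of cluster 5 (414; S100a4). Within PC, cluster 1 makes up 39.9% of Breg cells (37.9 to 41.8), cluster 2 23.3% (21.6 to 25.0), cluster 5 16.8% (15.3 to 18.3) and cluster 4 16.6% (15.2 to 18.1). Outside PC, cluster 1 has 9.94% of liver Breg cells and cluster 4 has 6.90% of those of BM, which shared the library of PC.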

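Cluster 3, with Apoe, is present in each organ and makes up 88.8% of Breg cells in liver (82.9 to 93.2) and 81.0% in BM (68.6 to 90.1). It makes up 68.7% in mLN (60.1 to 76.4), 43.2% in spleen and 1.74% in PC. Its own cells come from spleen (36.1%), liver (28.1%), mLN (18.1%), BM (9.23%) and PC (8.45%). Cluster 7, with Stmn1, makes up 28.4% of Breg cells in mLN (20.9 to 36.8) and 10.3% in BM (6 of 58 cells, 3.89 to 21.2). It makes up 3.76% in spleen and 1.70% in PC. Because PC has many Breg cells, 40.8% of the cells of cluster 7 are from PC (42 cells) and 36.9% from mLN.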

Further, the Breg2 cluster was universally distributed in all tissues whereas the Breg7 cluster had high proportions in mLN and BM (**Figures 3E, F**).

### Clonal Expansion and Potential Migration of Breg Cell Subsets by scBCR-seq

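Most cells of the Ighv11-2 and Ighv1-55 clusters share their clonotype. In cluster 2 (Ighv11-2), 77.5% of the 493 cells with a BCR share their clonotype with another cell of the cluster (73.5 to 81.1). In cluster 4 (Ighv1-55), 77.4% of 390 cells do so (73.0 to 81.5). The share is 21.6% in cluster 1, 18.2% in cluster 3 (Apoe), 13.5% in cluster 7 (Stmn1), 10.4% in cluster 5 (S100a4) and 0.957% in cluster 6 (Cr2). The clonotype with most cells in cluster 2 holds 291 of its cells. In cluster 4 another clonotype has the most, with 117 cells. The clusters were made with 219 immunoglobulin variable genes among the genes used, so that cells of 1 clone are drawn together. Without these genes, a choice made after the result was seen, 50.1% of cluster 2 and 77.2% of cluster 4 fall in the same cluster, in which 72.8% of 683 cells share their clonotype. By organ, Breg cells repeat clonotypes more than non-Breg cells: 47.3% against 6.60% in PC, 23.9% against 0.186% in BM and 22.8% against 0.805% in liver. It is 5.37% against 0.224% in spleen and 3.45% against 0.723% in mLN. The contigs behind these sequences have medians of 14 UMIs for heavy and 42 for light chains. Of 19115 cells with a clonotype, 2928 are Breg cells, with 1890 clonotypes.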

Our single-cell BCR sequencing based on scBCR-seq and scRNA-seq data investigated the distribution of the top 10 BCR clones in the Breg cell t-SNE plot from all organs and demonstrated that PC-specific Breg3 and Breg5 were two most clonally expanded clusters (**Figures 4A, B**). The Breg3 cluster was enriched by clonotype1 with v genes composed of heavy-chain and light-chain *Ighv11-2/Igkv14-126* with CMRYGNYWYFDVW/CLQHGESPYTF as the CDR3 amino acid sequence, while the Breg5 cluster was enriched by clonotype2 with v genes *Ighv1-55/Igkv12-89* in which the CDR3 amino acid sequence was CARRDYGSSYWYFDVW/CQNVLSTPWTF, which consisted with the previous results of *Ighv11-2* and *Ighv1-55* upregulated by Breg3 and Breg5, respectively (**Figure 3C**). 

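Clonotype1 pairs Ighv11-2 with Igkv14-126, a pair known from B-1 cells, and is found in 438 cells, of which 403 are Breg cells (92.0%). Most of them lie in cluster 2. Its heavy chains carry 11 CDR3 amino acid sequences: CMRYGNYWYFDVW in 187 cells, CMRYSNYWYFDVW in 130 and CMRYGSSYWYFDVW in 65. Light chains carry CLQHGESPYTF with Igkj2 in 296 cells, and most others carry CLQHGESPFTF with Igkj4. At the level of nucleotides it splits into 27 pairs of CDR3 sequences, with at most 95 cells each. Clonotype2 pairs Ighv1-55 with Igkv12-89 in 132 cells, 127 of them Breg cells and most in cluster 4. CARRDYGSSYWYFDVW is found in 99 cells and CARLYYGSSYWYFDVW in 16, and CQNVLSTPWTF is the main light chain CDR3. Clonotype3 (28 cells) and clonotype4 (32 cells) have the same V genes, with 22 and 27 cells in cluster 4. Over all cells with a clonotype, 26 clonotypes hold more than 1 heavy CDR3 amino acid sequence.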

Importantly, BCR clonotype1 was also found in the Breg2 cluster and mainly distributed in the liver and spleen, whereas BCR clonotype2 only existed in the Breg5 cluster in the PC (**Figure 4B**). 

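Besides cluster 2 (Ighv11-2), clonotype1 has 55 Breg cells in cluster 3 (Apoe), 24 in cluster 4 (Ighv1-55), 22 in cluster 1, 9 in cluster 5 and 2 in cluster 7. By organ, its Breg cells number 350 in PC, 27 in liver, 19 in spleen, 5 in BM and 2 in mLN. Clonotype2 (Ighv1-55 with Igkv12-89) has 3 Breg cells in each of clusters 1, 2 and 7 and 1 in cluster 5, apart from cluster 4. Its cells are from PC (131) and spleen (1).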

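PC shares clonotypes with liver (27), spleen (21) and BM (12), and few with mLN (1). In cells, 58 of 149 liver Breg cells with a BCR (38.9%) carry a clonotype also seen in PC, and 477 of 2226 PC cells (21.4%) carry one seen in liver. For spleen and PC these are 40 of 391 cells (10.2%) and 615 cells (27.6%). For BM they are 18 of 46 (39.1%), with 416 PC cells. Clonotype1 (Ighv11-2 with Igkv14-126) is among the shared ones in each of these pairs. Cells of 4 mice were pooled in each organ, so that a clonotype seen in both organs may come from different mice. Liver and spleen share 7 clonotypes, liver and BM 4, spleen and mLN 2, and spleen and BM 2. Liver and spleen were in a library apart from PC. PC also has the most cells to match. With each organ thinned to the 46 cells of BM, liver and PC share 2 clonotypes, BM and PC 2, liver and BM 2, and spleen and PC 1 (medians of 100 draws). With nucleotide CDR3 sequences of both chains in place of the authors' clonotypes, PC shares 30 with liver, 23 with spleen and 13 with BM.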

The sharing BCR clonotypes were then compared between organs, and we observed an overlap of BCR clonotypes and cell counts between the liver and PC as well as the spleen and PC (**Figures 4C, D**). Moreover, the Breg2 cluster which distributed in all organs and the Breg3 cluster which only existed in PC displayed the highest transition index score with each other (**Figure 4E**), while Breg3 and Breg5 which were both specifically in the PC exhibited higher expansion and migration indexes as expected (**Figures 4F, G**).

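Cluster 2 (Ighv11-2) and cluster 3 (Apoe) have a transition index of 0.296, from 19 shared clonotypes with 413 of their 937 cells. Clonotype1 gives most of these cells. The next pairs are clusters 2 and 4 with 0.213, 4 and 7 with 0.177, 1 and 2 with 0.153 and 1 and 4 with 0.146. The index of clusters 2 and 3 is 0.226 with nucleotide sequences and 0.262 with the heavy chain alone.
Expansion is 0.476 in cluster 2 and 0.276 in cluster 4 (Ighv1-55). It is 0.0651 in cluster 3, 0.0217 in cluster 1, 0.00903 in cluster 5 (S100a4), 0.00687 in cluster 7 and 0.000344 in cluster 6 (Cr2). With nucleotide sequences clusters 2 and 4 have 0.237 and 0.210, and with the heavy chain alone 0.330 and 0.230. Migration between organs is 0.516 in cluster 2, followed by cluster 3 (0.2205) and cluster 4 (0.187), and is 0.0144 in cluster 6. In cluster 2, 67.5% of cells belong to clonotypes seen in 2 or more organs, in cluster 4 61.8%, in cluster 3 25.7% and in cluster 1 11.7%. From shared clonotypes the paper proposes that Breg cells move between PC and liver or spleen. Because cells of 4 mice were pooled, these indices cannot tell movement within a mouse from like clonotypes in different mice.

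**Figure D2:**
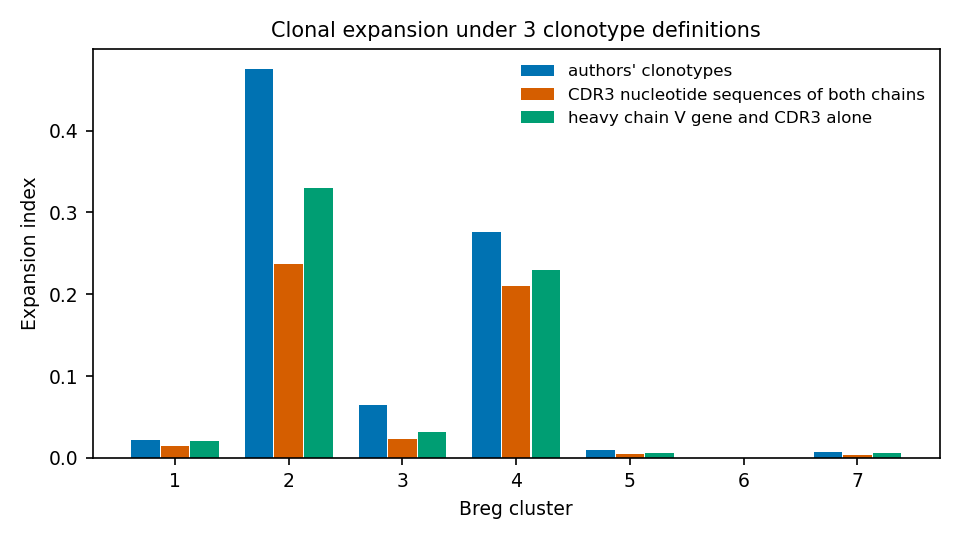
Expansion index of the 7 Breg clusters from the authors' clonotypes, from CDR3 nucleotide sequences of both chains, and from the heavy chain V gene and CDR3 alone.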

**Figure 4:**
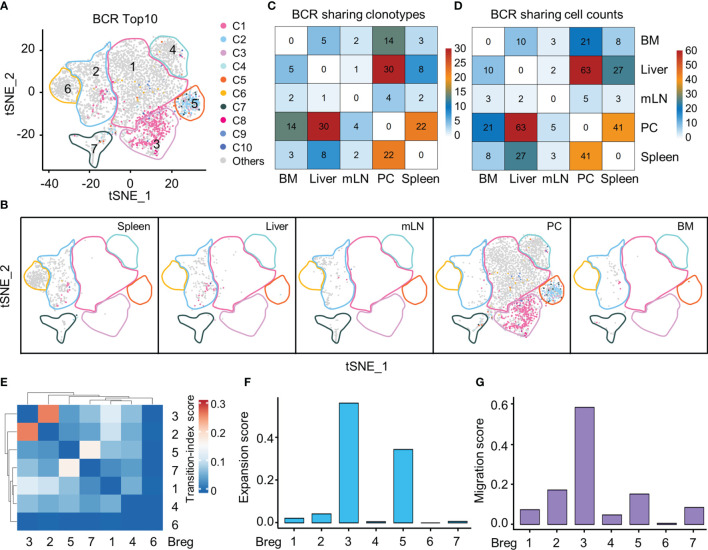
Clonal expansion and potential migration of Breg cells subsets at scBCR-seq. **(A)** The distribution of top 10 BCR clonotypes in Breg cells clusters of all organs. **(B)** t-SNE plot of top 10 BCR clonotypes of Breg cells in each organ. **(C)** Sharing of Breg cell BCR clonotypes across pairwise organs. **(D)** Sharing of Breg cell and BCR cell counts across pairwise organs. **(E)** Heat map of transition-index scores for the pairwise Breg cell clusters from all organs. **(F)** Expansion-index scores of each Breg cluster from all organs calculated using STARTRAC. **(G)** Migration-index scores of each Breg cluster from all organs calculated using STARTRAC.

### Functionally Specific Non-B10 Breg Cell Cluster in Breg Cells

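Genes shared by B10 cells, such as Fcrl5, Cd5 and Cd9, are part of the score that selects Breg cells, so that most Breg cells also score high for B10. The paper's text states no threshold of the B10 score. With a score above 0, chosen here, 99.2% of Breg cells are B10 cells (98.8 to 99.5), and 27 are not. With the number of B10 cells that Fig. 5A prints, 77.0% are B10 cells (75.5 to 78.5), and the dividing score is 0.241, with 255 cells within 0.02 of it. The latter division was used to compare B10 and non-B10 cells. Cluster 2 (Ighv11-2) then has 93.0% B10 cells and cluster 4 (Ighv1-55) 91.1%. Cluster 1 has 74.6%, cluster 5 (S100a4) 69.4%, cluster 3 (Apoe) 68.4% and cluster 6 (Cr2) 58.7%, with cluster 7 (Stmn1) between the latter. B10 cells have a median of 5585 UMIs and non-B10 Breg cells 4697.5.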

Approximately 60% of Breg cells with a high B10 signature score were defined as B10 cells (**Figures 5A, B**), and they were most represented among Breg3 and Breg5 clusters while numerous Breg4 and Breg6 cells were regarded as the non-B10 Breg subset (**Figure 5C**). B10 cells accounted for the highest proportion in the PC, followed by the spleen, and minimal in BM (**Figure 5D**). 

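Of all B cells, 47.8% in PC are B10 cells by the number in Fig. 5A, 6.27% in spleen, 3.47% in liver, 1.34% in mLN and 0.764% in BM. Among Breg cells alone the organs are closer: 80.9% in PC (79.3 to 82.4), 80.7% in liver (73.8 to 86.5), 63.8% in spleen (59.1 to 68.4), 54.5% in mLN (45.7 to 63.1) and 51.7% in BM (38.2 to 65.0). With a score above 0 the shares among Breg cells are 99.7%, 98.8%, 98.4%, 94.8% and 93.1%. PC thus leads by its number of Breg cells, B-1-like cells for the most part, more than by the share of B10 cells in them.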

We depicted in a volcano plot that significant DEGs exist between B10 cells and non-B10 Breg cells from all organs, with *Irf8*, *Fcer2a*, *Chchd10*, and *Cr2* genes dramatically upregulated in non-B10 Breg cells compared to B10 cells (**Figure 5E**). 

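Cr2, Fcer2a, Irf8 and Chchd10 are all lower in B10 than in non-B10 Breg cells, in 5 of 5 organs. For Cr2 the log2 fold change is −0.93 (standard error 0.145, adjusted p 0.0217), and for Fcer2a (chromosome 8, 3681737 to 3694175, − strand) it is −1.08 (0.172, 0.0239). Chchd10, which encodes a mitochondrial protein (chromosome 10, 75933130 to 75937747, + strand), has −0.92 (0.189, 0.0815). Irf8, which encodes a B cell transcription factor (chromosome 8, 120736358 to 120756694, + strand), has −0.59 with adjusted p 0.237. The last 2 are thus not called by edgeR's quasi-likelihood test (Benjamini-Hochberg). By organ, Irf8 in B10 cells is 0.487 times the level of non-B10 cells in PC, 0.705 in spleen and 0.911 in mLN. Cr2 is 0.579 times in spleen (391 against 674 CPM) and 0.443 in PC. On the B10 side, 1810046K07Rik (2.41; 0.280, 0.0103) and Cd5 (2.48; 0.298, 0.0103) are called higher, as are Ccr1 (1.85, adjusted p 0.0185) and Nrp2 (1.83, 0.0160). Outside the score, Tent5c (1.26; 0.194, 0.0217) and Lgals1, which encodes galectin-1 (0.97; 0.128, 0.0124), also rise, each of them in 5 of 5 organs. Of 6628 genes 29 are called, 26 higher in B10 cells, of which 15 are genes of the score, and 3 lower. Without spleen 0 are called (238 at an unadjusted p under 0.05), without mLN 5, without PC 7 and without liver 15. DESeq2 calls 48 (37 higher and 11 lower), and without organs as pairs edgeR calls 0 (143 unadjusted). The split into higher and lower also depends on the setting: it is 58 and 30 with immunoglobulin genes removed, 159 and 86 with no filter, and 6 and 6 on thinned cells. Of the 18 tested genes named in Fig. 5E, 2 are called higher and 2 lower over all genes, and 10 and 6 adjusted over the list alone. The study chose them on these cells.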

As expected, non-B10 Breg cells isolated from Breg cells of all organs expressed no *Il10* gene, while expressing the Tgfb1 and *Ebi3*, along with *Il12a* in some non-B10 Breg cells (**Figure 5F**). 

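Il10 (chromosome 1, 131019845 to 131024974, + strand) is found in 4.92% of B10 cells (123 cells, 4.10 to 5.84). Of 746 non-B10 Breg cells 1 holds it, in spleen (0.134%, 0.00339 to 0.745), and its level there is 0.266 CPM against 9.97 CPM. After thinning to 1000 UMIs it is in 1.12% of B10 cells and in 0 non-B10 cells, which allows up to 0.402%. Il10 is a gene of the score that divides the classes. In pro-B and pre-B cells it is in 0 of 1519 cells (at most 0.197%). Tgfb1 (chromosome 7, 25687002 to 25705077, + strand) is in 54.4% of non-B10 and 60.6% of B10 cells (215 and 187 CPM; 17.7% and 17.0% thinned). Ebi3, which encodes an IL-35 chain (chromosome 17, 55952640 to 55957022, + strand), is in 25.5% of non-B10 cells (190 cells) and 37.5% of B10 cells (68.1 and 95.3 CPM; 5.90% and 8.81% thinned). Its background in pro-B and pre-B cells is 0.461%. Il12a, which encodes the other IL-35 chain (chromosome 3, 68690644 to 68698547, + strand), is in 4.83% (36 cells) and 4.92% (12.0 and 10.4 CPM; 0.938% and 1.08% thinned). Pro-B and pre-B cells express Il12a (41.6%) and Tgfb1 (66.3%) and give no background for them.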

Our gene set enrichment analysis (GSEA) showed the activated TGF-β pathway and IL-35-mediated signaling pathway in non-B10 Breg cells compared to B10 cells (**Figure 5G**).

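Neither Tgfb1 nor Ebi3 is called between B10 and non-B10 Breg cells. By edgeR's quasi-likelihood test (Benjamini-Hochberg), Tgfb1 has a log2 fold change of −0.26 (adjusted p 0.803) and Ebi3 of 0.57 (adjusted p 0.381). The gene sets of the published GSEA were not used here, and fixed lists stand in for them. Genes were tested singly and not as a set. With 29 of 6628 genes called in all, 0 calls in a short list cannot decide whether a pathway differs. Of 9 tested TGF-β genes, such as Tgfb1, Smad7 and Ski, 0 are called over all genes and 0 adjusted over the list alone, with 0 at an unadjusted p under 0.05. Of 11 IL-35 genes, such as Ebi3, Stat3 and P4hb, 0 are called over all genes, and 1 is higher and 1 lower over the list alone and at an unadjusted p under 0.05. Of 12 IL-10 genes, such as Il10ra, Jak1 and Stat3, 0 are called over all genes and 1 is lower in both of the other counts. DESeq2 calls 0 genes of each of these lists.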

**Figure 5:**
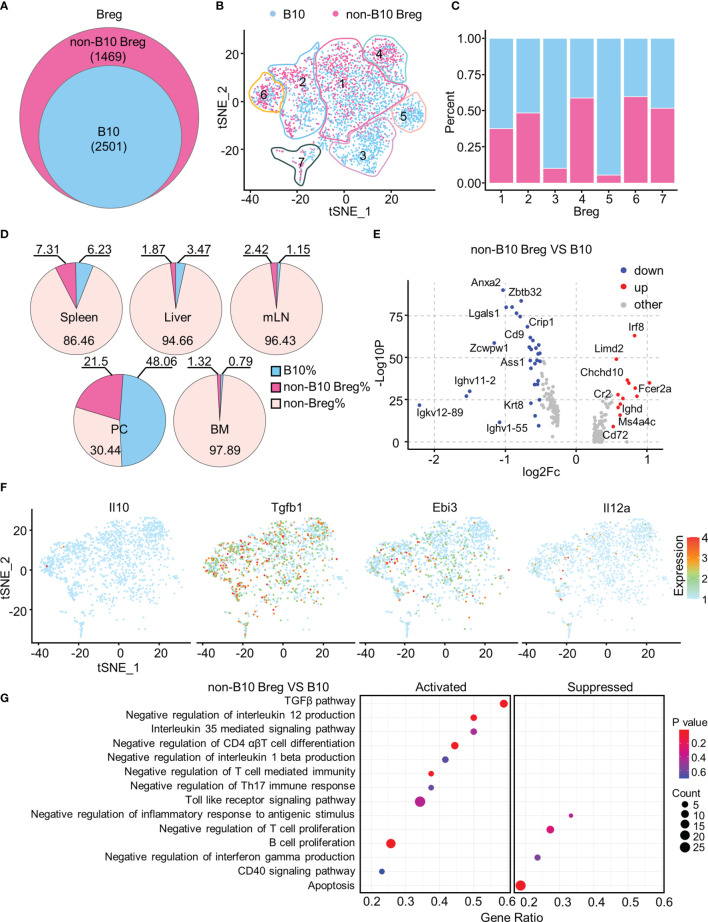
Functionally specific non-B10 *versus* B10 cells among Breg cells. **(A)** Venn diagram showed the B10 and non-B10 cells in Breg cells of all organs. **(B)** t-SNE plots of the B10 and non-B10 cells in Breg cells. **(C)** Proportion of B10 and non-B10 Breg cells in every Breg cell cluster. **(D)** Percent of B10 and non-B10 Breg cells in spleen, liver, mLN, PC, and BM. **(E)** Volcano plot displayed the DEGs between B10 and non-B10 Breg cells from all organs. **(F)** t-SNE plots of the normalized expression of *Il10*, *Tgfb1*, *Ebi3*, and *Il12a* in non-B10 Breg cells of all organs. **(G)** GSEA analysis of B10 and non-B10 Breg cells of all organs.

## Discussion

We report herein for the first time a fine characterization of Breg cells in multiple mouse organs using different and comprehensive techniques, particularly scRNA-seq in the mouse spleen, liver, mLN, BM, and PC, and we submit that this has important clinical implications. Prior to our study, the diverse phenotypes of Breg cell subsets and different immune regulatory mechanisms have been determined with conflicting evidence (17). Breg cells are involved in the control of tissue immunopathology (18) by maintaining immune homeostasis, thus leading, when dysregulated, to autoimmunity, allergic diseases, infections, and cancer (19). In the case of rheumatoid arthritis and systemic lupus erythematosus, CD19^+^CD21^hi^CD23^hi^CD24^hi^ transitional 2 marginal-zone precursor (T2-MZP) B cells significantly ameliorate collagen-induced arthritis (20), while the transfer of T2-like B cells suppresses lupus in MRL/*lpr* mice by restraining Th1 responses and inducing the differentiation of IL-10^+^CD4^+^ T cells (21). Further, CD19^hi^CD1d^hi^CD5^+^ B cells produce IL10 and inhibit DSS-induced inflammatory bowel disease (22) and experimental Sjögren’s syndrome by suppressing Tfh cell responses (23). Plasmablasts in the draining lymph nodes negatively regulate experimental autoimmune encephalomyelitis (12), and IL10-producing B cells depend on dendritic cells to suppress antigen-specific CD8 T which can protect from type 1 diabetes in non-obese diabetic (NOD) mice (24). In the model of allergic asthma, CD9^+^ B cells play a role in airway inflammation suppression by inhibiting Th2- and Th17-driven inflammation in an IL-10-dependent manner (3) while MZB cells reduce the CD8 T cell function and IFN-γ^+^ CD4 T cells during the early stages of *Leishmania donovani* infection (4).

Our data have numerous implications. First, we redefined the Breg cells in different mouse organs based on the score of immunosuppressive genes and B10 cell-related genes. Second, we identified the genes which were widely upregulated in Breg cells as compared to non-Breg cells. Third, we investigated the heterogeneity of Breg cells and identified seven subsets with different prevalence in murine organs. Fourth, we reported that Breg3 and Breg5 in the PC were the most clonally expanded subsets. Fifth, we took advantage of B10-associated genes to calculate the B10 signature score among Breg cells.

Various Breg cells subsets have been described, but there are no general markers for Breg cells (25) and we reported 19 Breg-specific genes, including *Fcrl5*, *Zbtb20*, *Ccdc28b*, *Cd9*, and *Ptpn22*, which are shared in all the five analyzed murine organs. The identification of *Cd9* is consistent with previous reports that CD9 was considered as a marker of Breg cells (16), but we reported that this failed to identify mLN-specific Breg cells. *Fcrl5* can better serve as a general marker to define Breg cells in the liver, spleen, BM, PC, and mLN, similar to previous data that found FCRL5 expressed on MZB and B1 cells (26); it is also related to the expression of several receptors and downstream adaptors with immunosuppressive functions (27). *Zbtb20* is a transcription factor to promote the differentiation and longevity of plasma cells (28) which suppress the pro-inflammatory response during experimental autoimmune encephalomyelitis and *Salmonella* infection (10). *Ptpn22* is rarely reported in B cells but acts as a negative regulator of Src and Syk family kinases downstream of the T cell receptor (TCR) (29), and mutations in *Ptpn22* are associated with an increased susceptibility to autoimmune diseases including rheumatoid arthritis and systemic lupus erythematosus (30, 31). The importance of transcription factors has been suggested in Breg cells, including HIF-1a (32), STIM1/STIM2 (33), c-Maf (34), IRF4, and Blimp1 (12), but these are not specific for Breg cells, unlike Foxp3 for Treg cells (35, 36). We identified three potential candidate transcription factors, including *Sox5*, *Myc*, and *Atf3* in Breg cells, using SCENIC software, with effects spanning from modulating B cell development (*Myc*) (37) to negatively regulating the inflammatory response (*Atf3*) (38). These findings need to be validated in disease models inducing Breg cells such as experimental autoimmune encephalomyelitis (39), collagen-induced arthritis (40), and systemic lupus erythematosus (41) mouse models.

We also identified seven Breg subsets with markedly different enrichment tendencies in various immune negative regulation pathways including negative regulation of IL-12, IFN-γ, IL-6, and IL-4 production, promoting the production of TGF-β, negative regulation of Th1-type immune response, and negative regulation of the TNF-mediated signal pathway and IL-10 anti-inflammatory signaling pathway, among other effects. We believe that these results may explain the conflicting evidence that was previously reported on the function of Breg cells in different mouse models.

Our single-cell BCR sequencing analysis investigated the clonal expansion of Breg subsets to identify two BCR clonally expanded Breg cell subsets in the PC, with one being the *Ighv11-2/Igkv14-126* Breg3 subset enriching the mouse peritoneal B-1a cells (42), and the other being *Ighv1-55/Igkv12-89* Breg5 reported for the first time. Further, we observed a high degree of BCR sharing between the liver or the spleen and the PC, suggesting that Breg cells may migrate between these organs.

Finally, when we compared B10 and non-B10 Breg cells, we reported that non-B10 Breg cells minimally expressed *Il10* with high levels of Tgfb1 and *Ebi3*, activated TGF-β pathway, and IL-35-mediated signaling pathway.

In conclusion, we characterized Breg cells by scRNA-seq based on the immunosuppressive gene expression profile and B10-related genes and delineated their transcriptional profiles, underlying functions, and BCR clonotypes in different mouse organs under physiological conditions. The scRNA-seq analysis is of particular value to understand the transcriptional profiles of Breg cells and provides the basis for future Breg cell-based therapeutic avenues for immune-mediated diseases.

## Data Availability Statement

The accession number for scRNA-seq datasets reported in this paper is GEO: GSE174739 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE174739). The code used for analysis is available *via* GitHub (https://github.com/jalon9358/Lianlab_Breg).

## Ethics Statement

All animal experiments were performed with the approval of the Guide for the Care and Use of Laboratory Animals, South China University of Technology.

## Author Contributions

S-YY, JL, Z-BZ, and Z-XL designed the experiments and wrote the manuscript. S-YY, M-XH, Z-BZ, P-YL, and Y-FX carried out the experimental work. S-YY and JL contributed to analyzing the data. M-XH, Z-HB and LL helped with data analysis. C-BW and S-HY edited the manuscript. CS and MG edited and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Program for Guangdong Introducing Innovative and Entrepreneurial Teams (2017ZT07S054), the Guangdong Basic and Applied Basic Research Foundation (2020A1515010897), the National Key R&D Program of China (2017YFA0205600), and the National Natural Science Foundation of China (81901652, 81801607).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Overview of the study design and data filters. **(A)** The experimental flowchart of this study. **(B)** Data complexity of different organs. **(C)** Gene number (left) and UMI number (right) of different amount of BCR chains. **(D)** Number of genes (top) and proportion of mitochondrial gene counts (bottom) in different organs after data filtering. **(E)** Total number of cells in different organs.

Supplementary Figure 2 Expression of Breg cells genes and identified common Breg cells genes. **(A)** Gene expression of known Breg cells markers in total B cells from five organs. **(B)** Identified common Breg cells genes *Fcrl5*, *Ptpn22*, *Ccdc28b*, *Zbtb20* and *Cd9* expression in total B cells from five organs.

## Abbreviations

Breg cells, regulatory B cells; scRNA-seq, single-cell RNA sequencing; BCR-seq, BCR sequencing; MZB, marginal-zone B cell; TGF-β, transforming growth factor β; DEG, differential gene expression; SCENIC, single-cell regulatory network inference and clustering; BM, bone marrow; mLN, mesenteric lymph nodes; PC, peritoneal cavity; t-SNE, t-distributed stochastic neighbor embedding; TNF-α, tumor necrosis factor α; IL-10, interleukin 10; IL-12, interleukin 12; IL-6, interleukin 6; IL-4, interleukin 4; IL-35, interleukin 35; IFN-γ, interferon γ; GSEA, gene set enrichment analysis; GSVA, gene set variation analysis; BSA, bovine serum albumin; Th1, T helper cell type 1; Th2, T helper cell type 2; Th17, T helper cell type 17; Tfh, T follicular helper cells.

How the deposited data were processed for this re-analysis (not part of the article)

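B cells of liver, spleen, mLN, BM and PC were each pooled from 4 wild type mice aged 10 weeks. The 5 pools were labelled with hashtag antibodies and run in 3 libraries of the 10× Genomics 5′ assay with BCR sequencing. The authors aligned reads to mm10 with Cell Ranger 5.0.0. They deposited a matrix of UMI counts with 2 hashtags for each library, annotated BCR contigs with read and UMI counts, and 1 filtered table of UMI counts for the cells they kept. Their table of cells gives counts (UMIs, genes and hashtag UMIs of a cell), the mitochondrial share in percent, and the ratio of log10 genes to log10 UMIs. Its other columns, like the contig annotations, hold labels in place of numbers (unit other in the record kept of the deposited files): organ, hashtag, cluster and clonotype.

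The authors state that they kept cells with 300 to 8000 genes, at most 10% mitochondrial counts and a log10 gene to UMI ratio of at least 0.8, and genes seen in 10 or more cells. Cells with more than 2 BCR clones were removed, and the cells of the table are all hashtag singlets. Checked against the library matrices, 0 entries of the table differ. The lowest number of cells with a UMI among its genes is 3, and 8 cells have fewer than 300 genes in the table but not over all genes. The class of a cell, its score and its Breg subset were computed anew.

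The median cell holds 2553 UMIs in the table, and the UMIs of an organ total 9894304 for liver, 13367049 for spleen, 13969263 for mLN, 13968356 for BM and 20025964 for PC. At this depth most genes have 0 or 1 UMI in a cell, so that a gene seen in 0 cells may be expressed at a low level. Median mitochondrial shares are 2.76%, 2.85%, 2.67%, 2.71% and 2.63%. Doublets were not removed beyond the authors' hashtag and BCR filters.

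The 134 genes of the Breg definition were read from Fig. 1B and the 19 common genes from Fig. 2A. Counts were scaled to 10000 per cell and log-transformed, each gene was standardised over all cells and clipped at 10, and the score is the log of 1 plus the mean. Cells above 0.16 are Breg cells. Scores without the 19 genes, from negative regulation and overlapped genes, or on thinned cells were instead cut to give 3247 Breg cells in total. The B10 score uses the 65 B10 genes of the list (52 B10 associated and 13 overlapped). A B10 score above 0, which was to divide B10 from non-B10 cells, leaves at most 7 non-B10 cells in an organ, under the minimum of 10 cells per class. The comparison of B10 and non-B10 cells therefore uses the alternative set in advance, the number of B10 cells that Fig. 5A prints.

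UMIs were summed over the cells of a class in each organ. CPM ratios within an organ have conditional binomial intervals, sums have exact Poisson and shares exact binomial intervals at 95%. Where a count is 0, the limit given is that of 3 counts. For tests across organs, the 10 sums were fitted in edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM normalisation and the quasi-likelihood test, with organ and class as factors. A gene is called at a Benjamini-Hochberg adjusted p under 0.05, which covers the spread between organs and not that between mice. DESeq2 1.42.0 was the other tool. Genes named by size of change in these tests were called and had the same direction in every organ. Genes of the definition list and immunoglobulin variable genes were left out, and at most 10 per direction were considered. No minimum CPM was set for them, so that some may have few UMIs. A minimum of 50 CPM was set only for the leading genes of a cluster. On simulated data with 2-fold changes, the fit of Breg and non-Breg sums recovered 67.7% of 99 changed genes and that of B10 and non-B10 sums 91.4% of 93. For 4-fold changes these were 92% of 100 and 100% of 85. False calls made up 4.22% and 12.8% of the calls.

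Shares of cells with a marker were taken after thinning each cell to 1000 UMIs, leaving out 4 Breg and 400 non-Breg cells below that depth, and also without thinning. Breg cells were clustered with leidenalg 0.10.2 on a shared neighbour graph of 20 neighbours in 20 principal components of 2000 variable genes, at the lowest resolution with 7 clusters (0.5). Expansion, migration and transition indices follow STARTRAC and use the clonotypes that the authors deposited. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9 were used. Coordinates are those of GENCODE vM21 (GRCm38), in which 126 of 127 named genes were found by name, with the same gene ID.

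Fixed gene lists were written for B-1, marginal zone, follicular, developing (pro-B, pre-B and immature), germinal centre and plasma cells, for proliferation, stress, interferon response and MHC class II, for TGF-β, IL-35 and IL-10 signalling and inhibitory cytokines. Others cover T cells, NK cells, macrophages, peritoneal macrophages, neutrophils, dendritic cells, erythroid cells, platelets, hepatocytes, liver endothelium, and mast cells with mesothelium. Lists named by the paper are the 3 groups of Fig. 1B, the 19 common genes, the reported and the proposed markers, the genes of Fig. 2E, the 3 transcription factors, the subset markers of Fig. 3C and the genes of Fig. 5E.

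The tests, thresholds, lists and most alternatives were set before the data were examined. These alternatives were DESeq2, no filter on low counts, each organ left out, no organ as pair, immunoglobulin genes removed, cells thinned, scores above 0.1 or 0.22, scores without the 19 genes or from negative regulation genes, scores on thinned cells, stricter limits on cells (at least 500 genes, at most 5% mitochondrial), thinning to 1500 UMIs, and other clonotype definitions. Added later were no clipping, the paper's number of Breg cells, the paper's share of B10 cells, a B10 score scaled over Breg cells, a B10 score on thinned cells for the test, other seeds, and clustering without immunoglobulin variable genes. SCENIC, GSVA, GSEA and the t-SNE plots were left out, because their gene sets and motif databases were not used here and a t-SNE plot gives no value to compare. Flow cytometry of the paper has no file. Barcodes outside the authors' table were left out, since no organ is given for them.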

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

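The tests of clonotype1 in this part were chosen only after the results were seen, and the others before. The genes given here were picked by a rule set in advance: a gene named by the paper or by the tests that is higher in Breg cells of at least 1 organ and lower in those of another, beyond counting error. The difference between organs was not itself tested.

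Cr2 and Cd1d1 differ in direction between organs. Cr2 is higher in Breg cells of spleen (CPM ratio 1.83) and lower in those of PC (0.177). Cd1d1 is 3.10 in spleen and 0.617 in liver. Cd24a, which encodes the CD24 antigen, is 1.80 in mLN and 0.480 in BM, and Ighm, the IgM heavy chain gene, is 1.28 in liver and 0.846 in mLN. Myadm is 3.02 in liver and 0.661 in spleen. Stmn1, a gene of dividing cells, is 5.36 in mLN and 0.234 in liver.

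Among receptor genes, Ighv1-55 has a ratio of 4.17 in PC and 0.387 in mLN, and Igkv12-89 has 8.91 in PC and 0.0351 in mLN. Both are the genes of clonotype2, which is nearly all in PC. In library 2, 5989 barcodes outside the authors' table are dominated by tag 2, with a median of 4146 UMIs and 183 tag 2 UMIs. The deposited files name no organ for tag 2 of that library, and these cells were not analysed.

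Breg cells hold more UMIs than other cells in each of the 5 organs, and several causes were tested. If depth alone raised the score, a class taken from cells thinned to 1000 UMIs would lose the gap. The ratio of the original medians is then 1.48 in liver, 1.36 in PC, 1.17 in mLN and 1.04 in BM, and passes the limit set in advance in 3 organs (liver, spleen and PC), which leaves open how much depth contributes. Doublets could also raise UMIs, and neither test of them decides. Of Breg cells with a heavy chain contig, 0.728% hold 2 or more heavy CDR3 sequences (21 of 2884; 0.451 to 1.11), and 0.904% of non-Breg cells, but the authors had removed cells with several heavy and light chains. Among barcodes outside their table it is 53.9% in the library of spleen and liver, 10.2% in that of mLN and 32.9% in that of BM and PC. UMIs of both light chain classes are in 57.5% of Breg and 54.5% of non-Breg cells, and cells with a kappa contig alone also hold a median of 5 Iglc2 UMIs. A larger B-1-like cell type is not the whole cause, since within the B-1-like cluster of PC the ratio is still 1.40 (5558 against 3961 UMIs).

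Clonotype1 holds 11 heavy CDR3 sequences. Errors of sequencing in 1 clone do not explain them all, because 45.0% of its cells (193 of 429) have another CDR3 length or another light chain J gene than the commonest. Another length alone is found in 19.8% (85 of 429; 16.1 to 23.9). A candidate explanation is that several B cells made the same V gene pair in separate rearrangements, so that clonotype1 may be a group of similar clones.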

How the results depend on the processing

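The paper's number of Breg cells, the paper's share of B10 cells, the B10 score scaled over Breg cells, the B10 score on thinned cells, and the clusters made without immunoglobulin variable genes were chosen only after the result was seen. Of 63 settings of the main results, 29 left the value within the range set in advance and 34 moved it. Of 2077 values of named genes in edgeR, 1721 were as before, 71 stronger and 285 weaker. Of 178 other values, 89 were as before. Main results were labelled only as within the range or moved, so that a reversal among them was not looked for. No paired analysis by mouse was possible because the mice of an organ were pooled, and organs were the pairs. No library was tried alone: library 2 held mLN only, and libraries 1 and 3 held 2 organs each.

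Breg against non-Breg cells: 872 genes are called. Leaving out 1 organ gives 197 (spleen), 283 (liver), 539 (PC), 662 (mLN) and 951 (BM), with 196, 273, 486, 559 and 758 of the 872 among them. Without organs as pairs it is 55, with a score above 0.22 it is 578 (524 shared), and with the class from thinned cells 220 (191 shared), where 2 of the 872 genes change sign without being called.

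B10 against non-B10 cells: 29 genes are called. DESeq2 gives 48 (29 shared), no filter 245 (29 shared), immunoglobulin genes removed 88 (28 shared) and thinned cells 12 (2 shared, with 6 of the 29 tested). Leaving out 1 organ gives 0 (spleen; 238 at an unadjusted p under 0.05), 5 (mLN), 7 (PC), 15 (liver) and 24 (BM). In the same order, 0, 5, 4, 14 and 23 of the 29 are among them. Without organs as pairs it is 0 (143 unadjusted), with the score scaled over Breg cells 13 (5 shared), and with the score on thinned cells 0 (351 unadjusted). All 4 genes that the paper names are lower in B10 cells under each setting in which they were tested (13 each for Irf8, Fcer2a and Chchd10, 11 for Cr2). They are called in 2, 4, 4 and 5 of these.

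Breg share of PC (59.1%): 69.2% with a score above 0.1, 47.0% above 0.22, 53.0% from negative regulation and overlapped genes, 47.9% on thinned cells and 68.0% with the paper's number of Breg cells. PC has the highest share under each of these. The scores from negative regulation and overlapped genes and on thinned cells were cut to give 3247 Breg cells in total, not at 0.16. A lower share in PC then goes with higher shares elsewhere. Fcrl5 in Breg cells (14.6%): 20.2% at 1500 UMIs and 49.2% without thinning. Expansion of cluster 2 (0.476): 0.237 with nucleotide sequences, and 0.304 in the cluster that holds most of its cells without immunoglobulin variable genes. Clonotypes shared by liver and PC (27): 2 with organs thinned to the smallest. B10 share of PC Breg cells (99.7% with a score above 0): 80.9% with the paper's number, 79.3% with that number on thinned cells, 66.5% with the paper's share and 47.6% with the score scaled over Breg cells. Il10 in non-B10 cells (0.134%): 0 on thinned cells, 0 with a score above 0, and 1.01% with the score scaled over Breg cells.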

Differences from the paper's values

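No test in this part was chosen after the result was seen, apart from the alternatives said to be so. Values of the paper are marked as the paper's, and those read by eye are given after "about". Scores above 0 for B10 cells are the main setting here. The alternatives set before the data were examined were the number of B10 cells that Fig. 5A prints, stricter limits on cells, and other clonotype definitions. Scores on thinned cells, also set before, were cut at that number or at the number of the main setting.

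The paper's text states no threshold of the B10 score, and the score above 0 was chosen here. With it B10 cells are 99.2% of Breg cells, against the paper's 60%, so that the shares need not rest on the same threshold. With the number in Fig. 5A it is 77.0%, which no longer differs by the margin set in advance. On thinned cells it is 99.2% with the 27 non-B10 cells of the main setting kept as a number, and 77.0% with the number in Fig. 5A. The number is the paper's own, so that the nearer shares follow from its use and are not independent evidence.

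B10 cells of all cells in Fig. 5D, read by eye, are about 6.2% in spleen, about 1.2% in mLN and about 0.79% in BM in the paper, against 9.66%, 2.32% and 1.38% here. With the number in Fig. 5A they are 6.27%, 1.34% and 0.764% and no longer differ, nor do 6.87%, 1.54% and 0.993% on thinned cells with that number. On thinned cells with the number of the main setting they are 9.79%, 2.38% and 1.41%, which do differ. The number in Fig. 5A fixes the total of B10 cells to the paper's, so that only its spread over organs is free here.

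Non-B10 Breg cells of all cells in Fig. 5D, read by eye, are about 7.3% in spleen, about 1.9% in liver, about 2.4% in mLN, about 22% in PC and about 1.3% in BM in the paper. Here they are 0.161%, 0.0534%, 0.128%, 0.168% and 0.102%. With the number in Fig. 5A they are 3.55%, 0.828%, 1.12%, 11.3% and 0.713%, and on thinned cells with that number 3.08%, 0.900%, 0.976%, 12.3% and 0.522%. No alternative set in advance brings them to the paper's. With the paper's share of B10 cells, chosen after the values were seen and so nearer by its making, they are 5.03%, 1.31%, 1.37%, 19.8% and 0.815%. With the score scaled over Breg cells, also chosen after, they are 6.48%, 2.08%, 1.76%, 31.0% and 1.07%.

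Non-B10 cells of each cluster in Fig. 5C, read by eye, are about 38% (cluster 1), about 10% (cluster 2), about 48% (cluster 3), about 5% (cluster 4), about 59% (cluster 5), about 60% (cluster 6) and about 52% (cluster 7) in the paper. Here they are 0.398%, 0.174%, 4.13%, 0, 0.241%, 0 and 0. With the number in Fig. 5A they are 25.4%, 6.96%, 31.6%, 8.87%, 30.6%, 41.3% and 33.0%. Clusters 1, 2 and 6 then no longer differ by the margin set in advance, and clusters 3, 4, 5 and 7 do. With the paper's share of B10 cells, chosen after the values were seen, they are 43.5%, 16.0%, 42.0%, 17.0%, 50.8%, 59.6% and 41.7%, nearer to the paper's in clusters 1, 3, 5, 6 and 7 and further in clusters 2 and 4.

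Of the Breg subsets in Fig. 3F, read by eye, cluster 4 (Ighv1-55) is about 11% of PC Breg cells in the paper and 16.6% here (16.7% with stricter limits on cells). Cluster 7 (Stmn1) is about 25% of BM Breg cells in the paper and 10.3% here (10.9%). Neither is brought to the paper's.

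Shared clonotypes in Fig. 4C, read by eye, are about 2 for mLN and BM in the paper and 1 here, and about 4 for mLN and PC in the paper and 1 here. With nucleotide sequences they are 1 and 2, and with organs thinned 1 and 1, which still differ. The cells behind them (Fig. 4D, read by eye) are about 5 for mLN and PC in the paper and 2 here, and 2 with nucleotide sequences.

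The paper states that Cd9, Ccdc28b and Ptpn22 are not significantly raised in mLN Breg cells, though it also counts them among its 19 genes raised in every organ. Here they are 5.96, 3.58 and 2.21 times higher there, by summed cells with counting intervals and not by the paper's test. Cd9 and Ptpn22 belong to the definition list, so that their rise is built into the class. Of the genes the paper names as lower in B10 cells, Irf8 (−0.59, adjusted p 0.237) and Chchd10 (−0.92, adjusted p 0.0815) do not pass edgeR's quasi-likelihood test here, with both lower in 5 of 5 organs. Over other settings the adjusted p runs from 0.00522 to 1.000 for Irf8, which is called with immunoglobulin genes removed and with no filter, and from 2.85e-06 to 1.000 for Chchd10, which is also called by DESeq2 and on thinned cells. In Fig. 2E, Lmna and Myadm do not pass the test here, and Myadm is higher in 2 of 5 organs.

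The paper places clonotype2 in Breg5 of PC alone, whereas 10 of its 127 Breg cells lie in other clusters and 1 is from spleen. The paper finds Breg6 in spleen alone, whereas 3 of 223 cells are from mLN. Breg cells number 3247 here, fewer than the paper's figures print. With the paper's number, an alternative chosen after the values were seen, the PC share is 68.0%, and edgeR drops 0 of the 19 genes of Fig. 2A. With the paper's share of B10 cells, also chosen after the values were seen, edgeR calls Cr2 alone of the 4 genes named as lower in B10 cells, so that of the 2 called before (Cr2 and Fcer2a) Fcer2a is lost. With the score scaled over Breg cells 0 of the 4 are called. TGF-β and IL-35 genes, which the paper finds activated in non-B10 cells by GSEA, give 0 calls here on fixed lists that are not the paper's gene sets. Calls of single genes are another measure than GSEA. With 29 of 6628 genes called in all, 0 calls in lists this short cannot decide whether a pathway differs. Other values, such as Breg shares by organ and the indices of Fig. 4, do not differ by the margin set in advance in the main setting. The Breg shares are still below the paper's in every organ. They are 9.82% in spleen (about 14% in the paper), 4.30% in liver (about 5.3%), 2.45% in mLN (about 3.6%), 1.48% in BM (about 2.1%) and 59.1% in PC (about 70%). Under some alternatives such values do differ by that margin. With a score above 0.22, Breg cells are 6.32% of cells in spleen (about 14% in the paper), 3.26% in liver (about 5.3%), 1.21% in mLN (about 3.6%) and 0.866% in BM (about 2.1%). On thinned cells they are 5.95% in mLN and 4.26% in BM, and without the 19 genes 9.20% in spleen. In both of these settings the total was kept at 3247 Breg cells in place of the threshold. Expansion of cluster 2 (about 0.55 in the paper) is 0.237 with nucleotide sequences and 0.330 with the heavy chain alone, and that of cluster 4 (about 0.34) is 0.210 with nucleotide sequences and 0.198 with clusters thinned. Migration of cluster 2 (about 0.58) is 0.349 with nucleotide sequences. With organs thinned, liver and PC share 2 clonotypes (about 30).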

Other observations

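The splits and the lists in this part were set before the results were seen, and the count of cells with haemoglobin was chosen only after. Of 2 tested T cell genes, Lck, which encodes a kinase of T cell receptor signalling, and Cd3g, 2 are called higher in Breg cells over all genes and 2 adjusted over the list alone, which the paper does not report. Each is higher in 4 organs and lower in 1: Lck in PC (13.2 against 13.9 TMM-scaled CPM) and Cd3g in mLN (0 against 0.608). In the sums the list stands at 163 CPM in Breg and 59.2 CPM in non-Breg cells of mLN, 90.0 and 26.1 in BM, 84.8 and 21.2 in liver, 84.5 and 35.7 in spleen, and 33.4 and 16.7 in PC. The median over cells is 0 in both classes. Without thinning, a UMI of the list is in 34.8% of Breg and 4.94% of non-Breg cells of liver. It is in 35.8% and 11.2% in mLN, 26.5% and 8.59% in spleen, 22.4% and 6.70% in BM, and 14.1% and 4.92% in PC. B-1 cells also express Lck. The sort for B cells would remove single T cells but not doublets of a B and a T cell, and whether such doublets contribute was not tested.

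Other cell types leave few traces. Macrophage genes have 1 of 3 tested called higher (Fcer1g; 2 over the list alone), with 155 CPM in Breg and 33.6 CPM in non-Breg cells of BM, and 27.6 and 23.5 CPM in PC. Dendritic cell genes have 0 of 2 (0 at an unadjusted p under 0.05, and 0 by DESeq2), and their 144 CPM in BM Breg cells comes from 40 UMIs, 33 of them in 1 cell. Erythroid genes have 0 of 1 (0 and 0), and 1687 of their 1700 UMIs in PC Breg cells lie in 1 cell. Haemoglobin Hbb-bs has 4712 UMIs in 94 cells, with 100 or more in 4 cells. Liver endothelium has 0 of 1 over all genes and 1 lower over the list alone. For NK cells, peritoneal macrophages, neutrophils, hepatocytes, mast cells with mesothelium and platelets, 0 genes had enough UMIs to test.

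In Breg against non-Breg cells, genes of developing B cells such as Vpreb3, Sox4 and Il7r have 0 higher and 3 lower of 7 (3 lower over the list alone). Germinal centre genes have 1 higher of 7 (Aicda; 3 higher and 1 lower), and interferon genes 1 lower of 10 (Irf7; 1). TGF-β genes have 1 lower of 15 (Smad7; 1 higher and 2 lower). IL-35 genes have 2 higher (P4hb and Ebi3) and 2 lower (Stat4 and Il12a) of 12 (4 and 2). IL-10 genes have 2 higher (Il10 and Hmox1) and 3 lower of 15 (4 and 3), and inhibitory cytokines 2 higher and 1 lower of 4 (2 and 2). Il10 and Ebi3 are genes of the definition. Reported markers, which the paper takes from earlier work, have 2 higher (Cd5 and Cd274, both of the definition) and 3 lower of 9 (2 and 3). Lists that the study chose on these cells are not independent evidence: 5 of 5 proposed markers (5), 3 of 3 transcription factors (3), 2 higher and 1 lower of 7 subset markers, and 7 higher and 5 lower of 18 genes of Fig. 5E (7 and 7).

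In B10 against non-B10 cells, B-1 genes have 3 higher of 13 (Lgals1, Ctla4 and Cd5; 12 over the list alone), marginal zone genes 1 higher (Cd9) and 1 lower (Cr2) of 8 (2 and 1), and follicular genes 1 lower of 10 (3). Ctla4, Cd5 and Cd9 are genes of the score, so that their rise follows from the division, and Lgals1 is not. edgeR calls 0 of 9 plasma cell genes (1 over the list alone), 0 of 13 stress genes and 0 of 9 proliferation genes, with 3, 5 and 2 at an unadjusted p under 0.05. It calls 0 of 5 interferon and 0 of 9 MHC class II genes, with 0 unadjusted. DESeq2 also calls 0 in these 5 lists. The study's own lists give 7 higher of the 19 common genes (17), 2 of 5 proposed markers (5), 1 of 9 genes of Fig. 2E (6) and 0 of 3 transcription factors (1). Genes of the score itself give 5 of 8 overlapped (7) and 10 of 25 B10 associated genes (17), and 0 of 36 negative regulation genes are called, with 12 unadjusted and 0 by DESeq2.

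Over 100 regroupings of the sums the real one alone (1) reaches the 872 genes called between Breg and non-Breg cells, and the highest other gives 14. Most of the 100 do not part every pair of an organ. Among the 16 that do, the real one included, the highest other gives 0. These are too few to exclude a random grouping at a p under 0.05. The classes were also divided by expression in the same cells, so that this does not show that the calls go beyond what such a division makes. A random grouping cannot be excluded over all regroupings for the 29 genes between B10 and non-B10 cells: 5 of 100 give as many, and the highest other gives 54. That one parts the classes of only 1 organ, with both sums of each other organ on the same side. Among the 16 regroupings that part every pair of an organ the highest other gives 1, but 16 are again too few to exclude a random grouping.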
